# Sunitinib induces macrophage dysfunction and impaired tissue regeneration through suppression of PPARγ

**DOI:** 10.3389/fimmu.2026.1900449

**Published:** 2026-08-14

**Authors:** Zhouchen Zhang, Qiao Qiao, Jiannan Li, Qingxiang Li, Yuanning Yang, Ying Zhou, Hongyuan Huang, Dongyan Chen, Yifei Wang, Yuxing Guo

**Keywords:** macrophage, PPARγ, rosiglitazone, sunitinib, tissue regeneration

## Abstract

**Background:**

Sunitinib is a widely used multi-target tyrosine kinase inhibitor associated with side effects that may impair tissue repair and regeneration, potentially contributing to the onset of medication-related osteonecrosis of the jaw. Macrophages play a central role in tissue homeostasis and regeneration, and their dysfunction may be a key factor in this pathological process.

**Methods:**

In this study, a zebrafish tail fin injury regeneration model was used to investigate the effects of sunitinib on macrophage function and tissue regeneration. Transcriptomic analysis, immunofluorescence staining, RT-qPCR, and Seahorse mitochondrial stress assays were performed to elucidate the underlying mechanisms.

**Results:**

Sunitinib treatment significantly impaired macrophage migration and tissue regeneration in a concentration-dependent manner. Transcriptomic analysis revealed that sunitinib markedly suppressed the PPARγ signaling pathway, reparative gene programs, and mitochondrial metabolism. The density of PPARγ+ macrophages at the wound site was significantly reduced following sunitinib exposure. Treatment with rosiglitazone, a PPARγ agonist, effectively rescued the regeneration defects induced by sunitinib, restored macrophage infiltration, and recovered oxidative phosphorylation. Notably, these rescuing effects were abolished upon macrophage depletion.

**Discussion:**

Our results demonstrate that sunitinib impairs tissue regeneration by suppressing PPARγ signaling and oxidative phosphorylation in macrophages. Targeting the PPARγ pathway represents a promising therapeutic strategy to reverse sunitinib-associated deficits in tissue repair.

## 1 Introduction

Sunitinib is a multi-target receptor tyrosine kinase inhibitor widely used in the clinical treatment of various malignancies, including renal cell carcinoma and gastrointestinal stromal tumors (1, 2). It exerts its antitumor effects primarily by potently inhibiting key signaling pathways such as vascular endothelial growth factor receptor (VEGFR), platelet-derived growth factor receptor (PDGFR), and stem cell factor receptor (cKIT), thereby significantly suppressing tumor angiogenesis and cell proliferation (3). However, alongside its therapeutic benefits, sunitinib is associated with a range of adverse reactions, including hypertension, arterial thromboembolic events (ATE), proteinuria or renal dysfunction, bleeding, gastrointestinal perforation, cardiotoxicity, hypothyroidism, and dermatological toxicities (4, 5). Early reports have indicated that sunitinib may impair the tissue injury repair process, potentially leading to the non-healing of previous or subsequent surgical wounds, although the underlying mechanisms remain unclear (4). Therefore, fundamental pharmacological research on this issue is highly necessary.

Tissue repair is a dynamic process involving multiple cells and stages, which can be broadly divided into four stages: hemostasis, inflammation, proliferation, and remodeling (6). The inflammatory phase initiates the tissue’s response to injury, recruiting immune cells such as neutrophils and macrophages to clear pathogens and necrotic debris. While the initiation of inflammation is essential for repair, its timely resolution is critical for creating appropriate conditions for subsequent regeneration. Previous studies have shown that excessive inflammatory responses can be detrimental to recovery, as high levels of inflammatory cytokines can inhibit proliferation and migration of fibroblasts, endothelial cells, and stem cells, characterized by reduced angiogenesis and insufficient extracellular matrix deposition, ultimately delaying tissue regeneration (7, 8).

Macrophages are of great importance in tissue repair and regeneration. They not only clear apoptotic cells and debris but also regulate inflammation and promote tissue reconstruction by secreting various cytokines and growth factors (9, 10). There is research indicating that functional or numerical deficiencies in macrophages can directly lead to delayed or failed regeneration (11, 12). Consequently, we hypothesize that sunitinib compromises the regenerative microenvironment by impairing macrophage function, thereby disrupting wound healing and ultimately leading to severe complications such as medication-related osteonecrosis of the jaw (MRONJ).

This study employed a zebrafish tail fin injury regeneration model and demonstrated the effect of sunitinib on macrophages at the wound site, and revealed its inhibitory effect on the peroxisme proliferator-activated receptor gamma (PPARγ) signaling pathway and the oxidative phosphorylation in macrophages. These findings provide a potential therapeutic target for sunitinib-induced impairment of tissue healing.

## 2 Materials and methods

### 2.1 Zebrafish husbandry and embryo handling

AB strain zebrafish (Danio rerio) and Tg(MPEG-GFP) transgenic zebrafish were used in this study. All fish were maintained at 28.5 °C under a standardized light cycle of 14 hours light/10 hours dark. Embryos were collected through natural spawning and cultured in E3 embryo medium. Experiments were conducted using embryos at specific developmental stages, and all procedures adhered to internationally recognized animal welfare guidelines.

### 2.2 Drug treatment

Sunitinib (Su, S7781, Selleck, USA) and Rosiglitazone (Rosi, S2556, Selleck, USA) were dissolved in DMSO to prepare stock solutions, which were stored at -20 °C. The stock solutions were diluted in embryo medium (E3) to obtain working solutions with the final DMSO concentration maintained at 0.1%. Zebrafish at 2 days post-fertilization (2 dpf) were immersed in working solutions until 3 dpf. Following the onset of tail fin injury, the work solution was replaced daily until the designated endpoints. The concentration of sunitinib was 8 μM, which is above the concentration range known to affect macrophage, below the estimated human-equivalent concentration and the toxicity threshold (13, 14).

### 2.3 Macrophage-depleted model

To specifically deplete macrophages, antisense morpholino oligonucleotide (MO)-mediated gene knockdown was performed. An MO sequence targeting the translation start site of irf8—a key gene in macrophage development—was designed: 5’-AATGTTTCGCTTACTTTGAAAATGG-3’ (Gene Tools, USA). Zebrafish embryos at the 1- to 2-cell stage were micro-injected with 1–2 nL of the MO solution, followed by continued culture. Knockdown efficiency was subsequently verified using macrophage-specific fluorescent labeling.

### 2.4 Tail fin amputation and regeneration model

Zebrafish larvae at 3 days post-fertilization (3 dpf) were anesthetized with Tricaine. Under a microscope, tail fin amputation was performed using a sterile surgical blade by transecting the fin perpendicular to the body axis at the level of the posterior end of the notochord. Immediately after amputation, zebrafish larvae were transferred into fresh drug solution or system water to recover and initiate the regeneration process (15). The regeneration process was monitored and recorded under a microscope.

### 2.5 Measurement of tail fin regrowth length

AB strain zebrafish larvae at 3 days post-fertilization (3 dpf) were used. At 6 hours post-amputation, tail fin regeneration was examined under an microscope. The regrowth length was measured from the distal end of the notochord at the level of the spinal column to the edge of the regenerating tissue.

### 2.6 Macrophage observation

Tg(MPEG-GFP) transgenic zebrafish larvae at 3 days post-fertilization were used. Macrophage numbers were observed under an fluorescence microscope at 6 hours post-amputation. The region of interest for quantification included a rectangular area extending from the amputation plane to the distal edge of the regenerating tissue. To evaluate macrophage migratory activity, macrophage numbers were also examined at 1, 2, 3, 4, 5, and 6 hours post-amputation (1, 2, 3, 4, 5, 6 hpa) under the fluorescence microscope.

### 2.7 Cell proliferation assay (BrdU staining)

To assess cell proliferation ability, zebrafish larvae were incubated in the corresponding working solution containing 5 mM 5-bromo-2’-deoxyuridine (BrdU, B5002, Sigma-Aldrich, USA) for 12 hours starting at 12 hours post-amputation. Subsequently, the larvae were fixed in 4% paraformaldehyde (PFA) for 2 hours, washed three times for 5 minutes each in PBS, and then subjected to antigen retrieval by incubation in 2 N HCl at 37 °C for 30 minutes, followed by another three 5-minute PBS washes. After permeabilization with 0.5% Triton X-100 (A16046.AP, BBI life sciences, China) for 40 minutes, samples were blocked with 5% goat serum for 2 hours at room temperature. The samples were then incubated with an anti-BrdU antibody (1:200 dilution, 61274, Proteintech, USA) overnight at 4 °C. After washing three times in PBS (5 minutes each), a Cy3-conjugated secondary antibody (1:200 dilution, SA00009-1, Proteintech, USA) was applied and incubated at 37 °C for 1 hour. Following a final series of three 5-minute PBS washes, proliferating cells were visualized under a fluorescence microscope.

### 2.8 Detection of apoptotic cells (acridine orange staining)

To detect apoptotic cells *in vivo*, a 1000× stock solution of acridine orange (AO, A1303, Gentihold, China) was prepared by dissolving 20 mg in E3 medium (10mL), which was then diluted to obtain the working solution. Zebrafish larvae were incubated in 1× AO working solution for 30 min in the dark, followed by three 5-minute washes with E3 medium. Apoptotic cells were immediately visualized and imaged under a fluorescence microscope.

### 2.9 Detection of PPARγ expression in macrophage

Three dpf MPEG-GFP transgenic zebrafish larvae were fixed in 4% paraformaldehyde for 2 h at room temperature at 6 h post-amputation (hpa) following caudal fin resection. After washing with PBS containing 0.1% Triton X-100, samples underwent antigen retrieval in 0.1 M Tris-HCl (pH 9.0) at 70 °C for 15 min, followed by permeabilization with pre-cooled acetone (-20 °C) for 10 min. Residual acetone was removed by PBS. Samples were then blocked with 10% goat serum for 30 min at room temperature, and incubated overnight at 4 °C with anti-GFP (1:200, AE012, Abclonal, China) and rabbit anti-PPARγ (1:200) primary antibodies. After PBS washes, samples were incubated with Alexa Fluor 488-conjugated goat anti-mouse IgG (1:200, A0270SP, Abclonal, China) and Alexa Fluor 594-conjugated goat anti-rabbit IgG (1:200) secondary antibodies for 1.5 h at room temperature in the dark. Following PBS washes, samples were imaged under a fluorescence microscope.

### 2.10 Transcriptome sequencing (RNA-seq) and bioinformatics analysis

Tail fin tissue samples were collected from zebrafish larvae treated with sunitinib or DMSO (three biological replicates, each containing >60 larvae). Total RNA was extracted using TRIzol reagent (15596026CN, Invitrogen, USA). After RNA quality control, eukaryotic strand-specific sequencing libraries were constructed. Paired-end 150 bp sequencing was performed on the Illumina NovaSeq 6000 platform. The raw reads were subjected to quality assessment and filtering, aligned to the zebrafish reference genome (GRCz11), and quantified for gene expression. Differential expression analysis was performed using DESeq2 to identify differentially expressed genes (DEGs). Functional enrichment analysis of DEGs was conducted based on Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The gene set enrichment analysis was performed to analyze macrophage-specific transcriptional programs.

### 2.11 Mitochondrial respiration

The head kidney (the primary reservoir of mature macrophages in adult zebrafish) of Tg(MPEG-GFP) transgenic zebrafish aged 3–6 months were dissected and the single-cell suspension were prepared (16). Then the cell suspension was filtered through a 40 μm cell strainer. Then the macrophage were isolated based on GFP using a BD FACSAria cell sorter. The sorted cells were seeded into culture plates with Leibovitz’s L-15 + 20% FBS+M-CSF (20 ng/mL) for subsequent experiments. Then the Seahorse XF mito stress test (Agilent Technologies, USA) was performed according to the manufacturer’s instructions.

### 2.12 Quantitative real-time PCR

Tail fin tissue samples were collected from zebrafish larvae treated with sunitinib or DMSO (three biological replicates, each containing >60 larvae). Total RNA was extracted using TRIzol reagent. Extracted RNA was reverse-transcribed into cDNA using a reverse transcription kit (CW2141S, CWBIO, China). Amplification reactions were performed on a QuantStudio series real-time PCR instrument using SYBR Green premix, with *β-actin* serving as the control gene. Relative gene expression levels were calculated using the 2^(–ΔΔCt) method. The primers used are listed below. *Il1b*-F, 5’-CTGGAGATGTGGACTTCGCA-3’; *il1b*-R, 5’-TCACGCTCTTGGATGACGTT-3’; *Tnfα*-F, 5’-GCAATCCGCTCAATCTGCAC-3’; *Tnfα*-R, 5’-AGAAGTGCTGTGGTCGTGTC-3’; *il6*-F, 5’-GGCATTTGAAGGGGTCAGGA-3’; *il6*-R, 5’-GCGTTAGACATCTTTCCGTGC-3’; *cxcl8a*-F, 5’-TGAGCTTGAGAGGTCTGGCT-3’; *cxcl8a*-R, 5’-TTTTCCAATGCGTCGGCTTT-3’; *β-actin*-F, 5’-TTCACCACCACAGCCGAAAGA-3’, *β-actin*-R, 5’-TACCGCAAGATTCCATACCCA-3’; *fabp11a*-F, 5’-GGCAAACTTGTGCAGAAACA-3’; *fabp11a*-R, 5’-GAACTGAGCCTGGCATCTTC-3’; *cd36*-F, 5’-TACTTGCTGCCTGTTGATGC-3’; *cd36*-R, 5’-ATTCGTTTTTGACGGTTTCG-3’; *mrclb*-F, 5’-GACAAGAAGGACTGGTACTG-3’; *mrclb*-R, 5’-TATTCACCTCAACTGGAGTC-3’.

### 2.13 Statistical analysis

Image processing and fluorescence intensity analysis were performed using ImageJ software. All experiments were independently repeated at least three times. Data are presented as mean ± SEM. Statistical analyses were conducted using GraphPad Prism 9.0. Comparisons between two groups were performed using Student’s *t*-test, while comparisons among multiple groups were analyzed by one-way or two-way analysis of variance (ANOVA). A *p*-value < 0.05 was considered statistically significant (indicated in figures as *, *p* < 0.05; **, *p< 0.01*;***, *p< 0.001*;****, *p* < 0.0001).

## 3 Results

### 3.1 Sunitinib inhibited wound repair and regeneration

To simulate the effect of sunitinib on wound healing, we treated zebrafish with sunitinib and established a tail fin injury model. Two days later, the length of the regenerated tail fin tissue from the distal end to the spine’s end along the longitudinal axis was measured to evaluate the healing outcomes. The results demonstrated that sunitinib administration significantly inhibited tail fin regeneration in a concentration-dependent manner (**Figures 1A, B**). Then the group with 8μM sunitinib was selected for further research. BrdU staining showed that sunitinib treatment reduced the number of proliferating cells within the newly formed tail fin tissue (**Figures 1C, D**), while AO staining revealed increased the number of apoptotic cells in the regenerating tissue (**Figures 1E, F**). Wound healing is a multi-phase process (hemostasis, inflammation, proliferation, remodeling), in which the inflammatory response is the most critical (17). RT-qPCR analysis of the newly formed zebrafish tissue showed a marked upregulation of *il-1*, *il-6*, *cxcl8a*, *and tnf-α*, indicating that sunitinib may inhibit tail fin regeneration by aggravating the local inflammatory response (**Figure 1G**).

**Figure 1:**
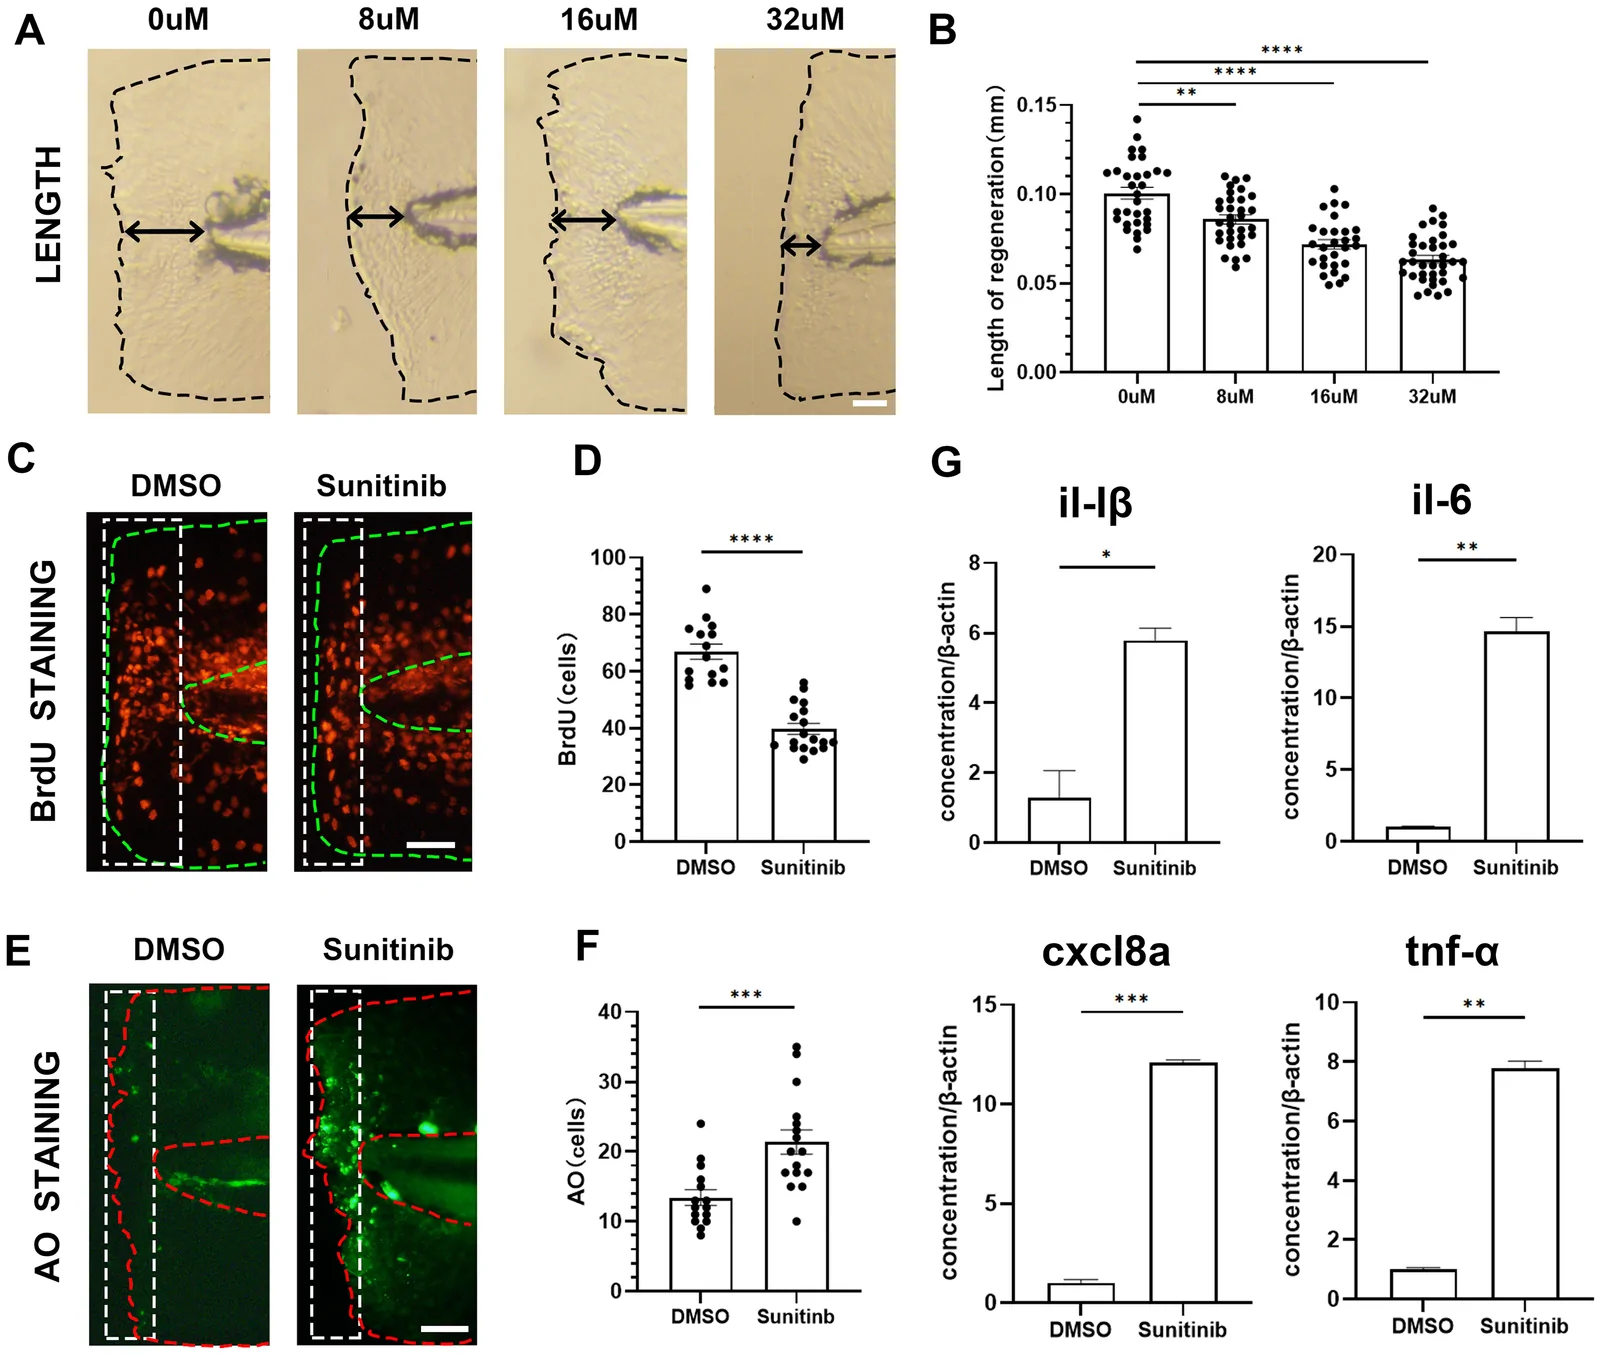
Sunitinib inhibits tissue repair. **(A)** Images of tail fin two days after injury. Black arrow: The distance from the distal end of the notochord at the level of the spinal column to the edge of the regenerating tissue was measured as the regeneration length. Scale bar: 50 μm. **(B)** Quantification of the regeneration length. n=31 in 0 μM group, 32 in 8 μM group, 28 in 16 μM group and 36 in 32 μM group. **(C)** Detection of proliferating cells by fluorescence microscopy one day after tail fin injury. Proliferating cells were labeled with BrdU (orange). Green dashed line: Outline of the zebrafish tail fin and spinal column. White box: Proliferating cells within the quantified region. Scale bar: 50 μm. **(D)** Quantification of the cell count data from **(C)** is shown in **(D)**. n=15 in DMSO group and 18 in Sunitinib group. **(E)** Detection of apoptotic cells by fluorescence microscopy six hours after tail fin injury. Apoptotic cells were labeled with AO (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Apoptotic cells within the quantified region. Scale bar: 50 μm. **(F)** Quantification of the cell count data from **(E)** is shown in **(F)**. n=15 in DMSO group and 16 in Sunitinib group. **(G)** mRNA expression levels of inflammation-related genes in regenerating zebrafish tail fin tissue. n=2. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### 3.2 Macrophage is necessary for successful tissue regeneration in zebrafish

Macrophages orchestrate tissue regeneration by transitioning from pro-inflammatory to pro-repair and pro-resolution states. To verify this role in zebrafish, we used the Tg(MPEG: GFP) transgenic line for macrophage observation. Macrophage depletion was achieved via MO technology, resulting in a significant reduction of macrophages within the tail fin tissue (**Figures 2A, B**). Macrophage depletion significantly reduced the length of regenerated tail fin tissue (**Figures 2C, D**). BrdU staining showed that macrophage depletion decreased the number of proliferating cells within the newly formed tissue (**Figures 2E, F**). AO staining further revealed that macrophage depletion increased the local apoptotic cell count (**Figures 2G, H**). Together, these results suggest that macrophage depletion delays tissue regeneration by suppressing cell proliferation and exacerbating apoptosis.

**Figure 2:**
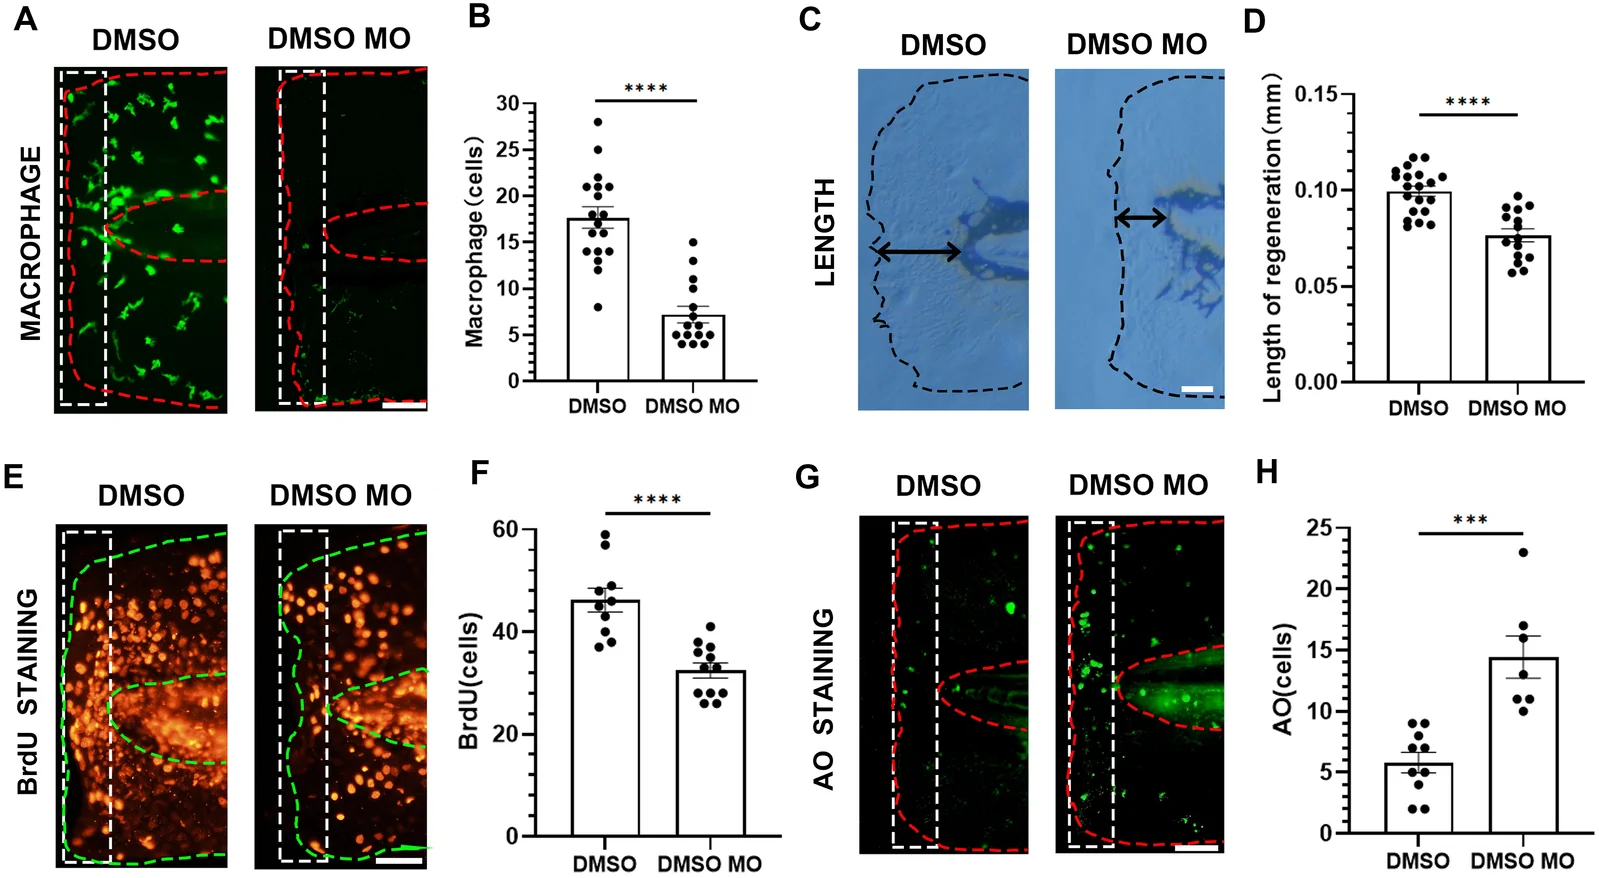
Macrophages are essential for tissue healing in zebrafish. **(A)** Image of tail fin six hours after injury. Macrophages were labeled with MPEG (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Macrophages within the quantified region. Scale bar: 50 μm. **(B)** Quantification of the cell count data from **(A)** is shown in **(B)**. n=18 in DMSO group and 15 in DMSO MO group. **(C)** Images of tail fin two days after injury. Black arrow: The distance from the distal end of the notochord at the level of the spinal column to the edge of the regenerating tissue was measured as the regeneration length. Scale bar: 50 μm. **(D)** Quantification of the length data from **(C)** is shown in **(D)**. n=20 in DMSO group and 15 in DMSO MO group. **(E)** Detection of proliferating cells by fluorescence microscopy one day after tail fin injury. Proliferating cells were labeled with BrdU (orange). Green dashed line: Outline of the zebrafish tail fin and spinal column. White box: Proliferating cells within the quantified region. Scale bar: 50 μm. **(F)** Quantification of the cell count data from **(E)** is shown in **(F)**. n=10 in DMSO group and 12 in DMSO MO group. **(G)** Detection of apoptotic cells by fluorescence microscopy six hours after tail fin injury. Apoptotic cells were labeled with AO (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Apoptotic cells within the quantified region. Scale bar: 50 μm. **(H)** Quantification of the data from **(G)** is shown in **(H)**. n=10 in DMSO group and 7 in DMSO MO group. ***p < 0.001, and ****p < 0.0001.

### 3.3 Sunitinib affects the local infiltration level of macrophages

Given the substantial impact of macrophage depletion on wound healing, further studies should focus on determining whether sunitinib affects macrophages during tissue regeneration in zebrafish. Consistent with this hypothesis, treatment with sunitinib led to a significant reduction in macrophage numbers within the regenerating tail fin tissue of Tg(MPEG: GFP) transgenic zebrafish (**Figures 3A, B**). We further dynamically monitored the local migration of macrophages hourly over a 6-hour period post-injury. In the control group, macrophage accumulation at the injury site peaked at 3 hours post-injury and remained at a high level through 6 hours. In contrast, sunitinib treatment not only significantly reduced the peak macrophage level but also delayed its occurrence to 4 hours post-injury. Furthermore, macrophage numbers in the sunitinib-treated group were substantially lower than those in the control group throughout the entire 2-to-6-hour observation period (**Figures 3C, D**). Therefore, sunitinib may impair tissue regeneration by inhibiting local macrophage migration, as evidenced by the reduced and delayed macrophage accumulation at the injury site (**Figures 3C, D**).

**Figure 3:**
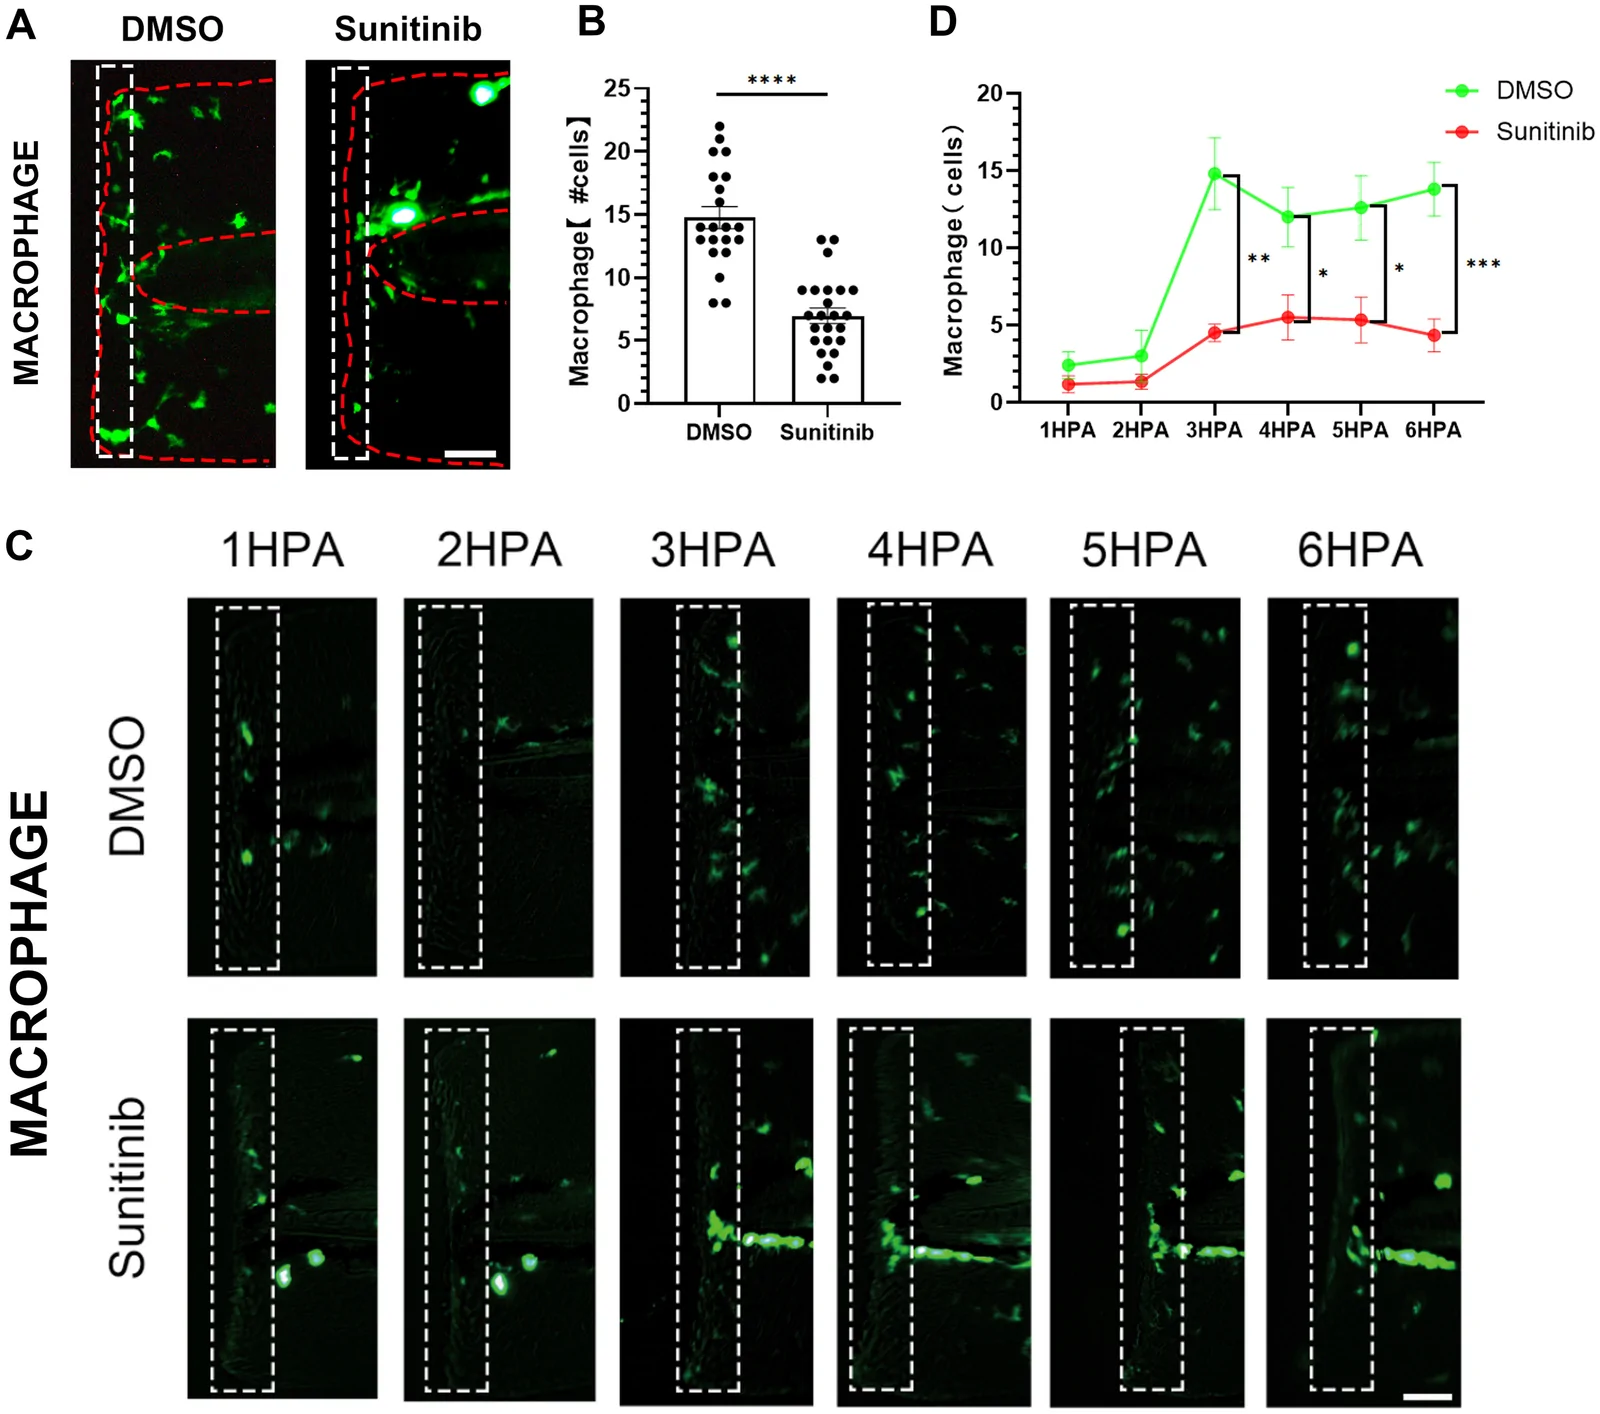
Sunitinib affects macrophage quantity and migration function. **(A)** Image of tail fin six hours after injury. Macrophages were labeled with MPEG (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Macrophages within the quantified region. Scale bar: 50 μm. **(B)** Quantification of the cell count data from **(A)** is shown in **(B)**. n=21 in DMSO group and 24 in Sunitinib group. **(C)** Images recorded hourly over six hours following tail fin injury. Macrophages were labeled with MPEG (green). White box: Macrophages within the quantified region. Scale bar: 50 μm. **(D)** Quantification of the data from **(C)** is shown in **(D)**. n=5 in DMSO group and 6 in Sunitinib group. *p < 0.05, **p < 0.01, and ***p < 0.001.

### 3.4 Transcriptomic analysis identifies PPARγ-related macrophage dysfunction

To comprehensively characterize the changes induced by sunitinib, we performed transcriptome sequencing with sunitinib treated zebrafish. 

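Tail fin tissue of zebrafish larvae was collected from 3 biological replicates treated with 8 μM sunitinib, a multi-target receptor tyrosine kinase inhibitor, and from 3 treated with the vehicle, 0.1% DMSO. Each replicate was a pool of more than 60 larvae. According to the sample labels, exposure began at 2 days post fertilization, the tail fin was amputated at 3 days and the tissue was taken 6 h later. Strand-specific libraries were sequenced as paired ends of 150 bp. The authors filtered the reads, aligned them to GRCz11 and quantified each gene. The names of the aligner and the counting tool are not given in the sources used here. The deposited table holds estimated read counts, FPKM and TPM for 24923 genes. The estimated counts summed to 13394060, 14780202 and 14562729 in the DMSO replicates and to 14944688, 14813183 and 15294706 in the sunitinib replicates. They were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test, which covered the 17309 genes with enough counts. Lists of gene symbols were fixed before the data were examined, apart from 4 entries whose match to the table was corrected afterwards, and each list was set against all other genes with camera, at a preset correlation of 0.01. The lists with at least 5 tested members numbered 50, and p-values were adjusted over them. Mitochondrially encoded genes of oxidative phosphorylation were not analysed here. The tissue held several cell types. Genes of skeletal muscle took 22.7% to 30.3% of the counts of a DMSO replicate and 26.6% to 29.1% of those of a sunitinib replicate. DMSO replicate 1 had the lowest of these shares and stood furthest from the rest, with a chi-square per degree of freedom of 35.27 to 61.32 against each other library, while pairs without it had 8.65 to 24.76. The macrophage gene mpeg1.1 stood at 5.82 ± 1.93 CPM normalized by TMM (SD, n = 3) with DMSO and 5.30 ± 1.25 (SD, n = 3) with sunitinib. Of 36 tested macrophage markers, 19 had a positive and 17 a negative log2 fold change, with a median of 0.06 (adjusted p = 0.317, camera). That median ran from -0.0036 without sunitinib replicate 1 to 0.145 without DMSO replicate 1, and was -0.08 with the trend on gene length taken out, a step chosen after the data were seen. Fold changes also followed gene length. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with effective length was -0.40.

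**Figure D1:**
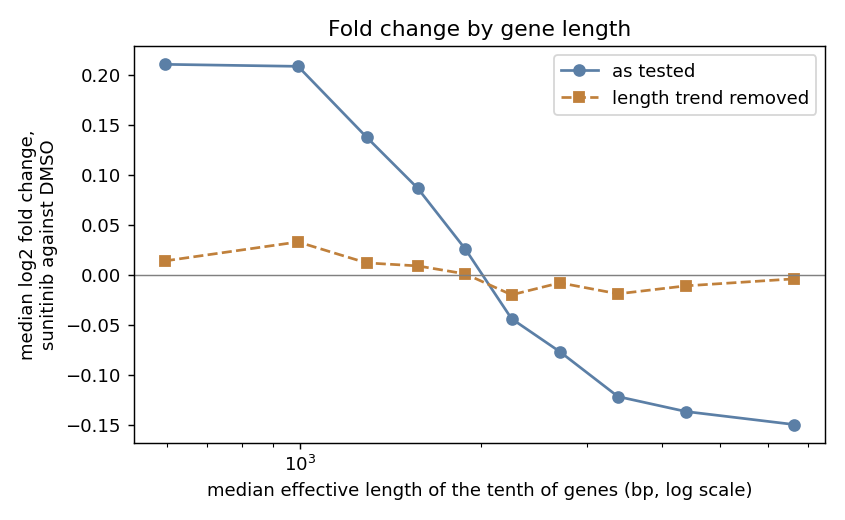
Median log2 fold change (sunitinib against DMSO) of 10 equal groups of the tested genes by length, plotted against the median effective length of each group in bp on a log axis. Circles show the values as tested, from 0.21 in the group of the shortest genes to -0.15 in that of the longest, and squares show them after the trend of each library on length was taken out.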

The results revealed significant alterations in energy metabolism and inflammatory response pathways (**Figures 4A, B**). 

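No gene passed an adjusted p of 0.05 in edgeR, where the smallest adjusted p was 0.191, while 2359 genes had an unadjusted p under 0.05. Of these, 1300 were higher and 1059 were lower with sunitinib, and 865 would come by chance on average. The other ways to split the 6 libraries into groups of 3 gave 220 to 1434. Without DMSO replicate 1, edgeR called 3 genes, and without DMSO replicate 2 it called 1. With all replicates but no filter on low counts, edgeR called 12, 7 higher and 5 lower. DESeq2, the tool the paper names, was run without the filter on low counts. It called 43 genes at an adjusted p under 0.05, 28 higher and 15 lower. Among its higher genes were panx1a, which encodes a pannexin channel, with a log2 fold change of 0.92 in edgeR (standard error 0.17, adjusted p = 0.191), and nqo1, a quinone reductase of the antioxidant response, with 0.63 (standard error 0.14, adjusted p = 0.200). Among its lower genes were agr2, a protein disulfide isomerase of mucous cells, with a log2 fold change of -1.12 (standard error 0.23, adjusted p = 0.191), and muc5.1, a gel-forming mucin, with -0.94 (standard error 0.18, adjusted p = 0.191). Enrichment was tested for 13 lists standing for the pathways of Fig. 4A, B with Fisher's exact test. None was enriched among the DESeq2 calls. At an unadjusted p under 0.05 in edgeR, a threshold chosen after the data were seen, 13 of 43 genes of fatty acid degradation (adjusted p = 0.000129) and 11 of 41 of glycolysis and gluconeogenesis (adjusted p = 0.00103) were higher, against 7.5% of all tested genes. Of wound healing genes 11 of 44 (adjusted p = 0.000656) and of leukocyte migration genes 8 of 34 (adjusted p = 0.00541) were lower, against 6.1% of all tested genes. Those 8 included flt1, itga4 and tgfb1b, which the paper drew in Fig. 4C from these samples, so this enrichment is not independent of that figure. The same threshold in DESeq2 gave these 4 lists in the same directions, and among higher genes also oxidative phosphorylation, with 18 of 91 (adjusted p = 5.71e-07), and glucagon signaling, with 7 of 52 (adjusted p = 0.0256), against 4.4% of 24417 genes not filtered on low counts. Among higher genes in edgeR neither was enriched, with 13 of 88 (adjusted p = 0.061) and 7 of 49 (adjusted p = 0.234). The glucagon list shares members with the glycolysis list, among them fbp1a, ldha and pgam1a. With higher and lower genes counted as 1 group, leukocyte migration was not enriched in edgeR, with 9 of 34 (adjusted p = 0.112), nor glucagon signaling in DESeq2, with 8 of 52 (adjusted p = 0.0648). Fisher's test takes genes as independent, and by camera with an estimated correlation none of the 6 lists passed (adjusted p = 0.632 for leukocyte migration and 0.620 for each of the others). Estimated correlations were -0.008 for leukocyte migration and 0.042 to 0.45 for the others. In that setting camera works with the few degrees of freedom of 6 libraries, so a list can hardly pass, and none of the 50 did. Failing there does not decide whether a call holds. Without DMSO replicate 1 the median log2 fold change of the wound healing list was 0.0009 (adjusted p = 0.707, camera).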

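Nuclear genes of oxidative phosphorylation, which encode the respiratory chain and ATP synthase, had slightly higher values with sunitinib. Of 88 tested genes, 79 had a positive and 9 a negative log2 fold change, with a median of 0.22. These genes are not independent, and the groups overlapped. As the median log2 deviation from each gene's mean, the list lay at -0.139, -0.004 and -0.147 in the DMSO replicates. In the sunitinib replicates it lay at 0.409, -0.148 and 0.126. No single gene passed the test, over all genes or adjusted over the list alone, and 13 had an unadjusted p under 0.05, none of them lower. The ATP synthase subunit gene atp5c1 was at 487.3 ± 172.1 normalized CPM (SD, n = 3) with DMSO and 782.2 ± 38.4 (SD, n = 3) with sunitinib, a log2 fold change of 0.68 (standard error 0.22, adjusted p = 0.304, edgeR). The cytochrome c oxidase genes cox6a2 and cox4i2 had log2 fold changes of 0.71 and 0.58 (standard errors 0.24 and 0.21), and ndufa9a of complex I had 0.52 (standard error 0.19). The citrate cycle genes lay close to 0, with 19 of 31 positive, 12 negative and a median of 0.05, which was 0.12 without DMSO replicate 2 and -0.02 with limma on FPKM. The isocitrate dehydrogenase subunit gene idh3g had a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.307, edgeR) and the malate dehydrogenase gene mdh1ab 0.54 (standard error 0.21, adjusted p = 0.329). No citrate cycle gene passed, over all genes or adjusted over the list alone. By camera, the oxidative phosphorylation genes were higher than other genes (adjusted p = 2.47e-07), and the citrate cycle genes were not told from them (adjusted p = 0.424). The first call was lost with an estimated correlation (adjusted p = 0.620) and when the trend on gene length was taken out, a step chosen after the data were seen, where the median was 0.06 (adjusted p = 0.098). Without sunitinib replicate 1 the median was 0.11 (adjusted p = 0.0099), and without sunitinib replicate 2 it was 0.36.

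**Figure D2:**
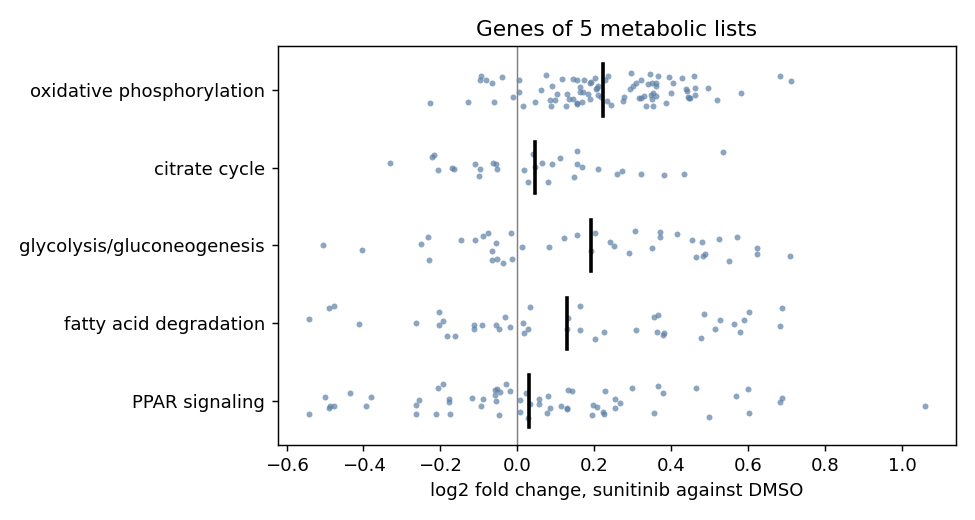
Log2 fold change (sunitinib against DMSO) of each tested gene of 5 metabolic lists. Each point is a gene, spread vertically for visibility, and the bar is the median of the list, 0.22 for oxidative phosphorylation and 0.05 for the citrate cycle.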

At the metabolic level, the downregulation of the Oxidative phosphorylation and Citrate cycle pathways indicates a severe impairment in mitochondrial bioenergetics. The enrichment analysis also highlighted significant changes in pathways related to tissue repair and inflammation. Specifically, the regulation of leukocyte migration and positive regulation of wound healing processes were affected, which mechanistically explains the delayed tissue regeneration and macrophage recruitment defects observed in sunitinib-treated phenotypes (**Figures 1**, **3**). Furthermore, the regulation of interleukin-1 production suggests that sunitinib may alter the pro-inflammatory microenvironment, potentially contributing to impaired cellular function. 

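Of 34 tested genes of leukocyte migration, 8 were lower and 1 was higher at an unadjusted p under 0.05 in edgeR. The 8 lower genes included flt1, itga4 and tgfb1b of Fig. 4C, a figure of these same samples. The remaining genes lay on both sides of 0, so that the median log2 fold change was 0.06 (from -0.09 without sunitinib replicate 2 to 0.11 without DMSO replicate 1) while the mean was -0.04. The vascular endothelial growth factor receptor gene kdrl had a log2 fold change of -0.45 (standard error 0.14, adjusted p = 0.293, edgeR), and anxa1b, an annexin that restrains leukocyte entry, had 0.62 (standard error 0.19, adjusted p = 0.295). Among 44 tested genes of wound healing and clotting, 29 had a negative log2 fold change, with a median of -0.15. The coagulation factor gene f10 was at 61.1 ± 6.28 normalized CPM (SD, n = 3) with DMSO and 38.2 ± 7.44 (SD, n = 3) with sunitinib, a log2 fold change of -0.68 (standard error 0.16, adjusted p = 0.206, edgeR). It was the 1 wound healing gene that passed when adjusted over the list alone. The fibrin cross-linking factor gene f13a1b had a log2 fold change of -0.65 (standard error 0.17), and pdgfaa, which encodes a platelet-derived growth factor, had 0.50 (standard error 0.17). In edgeR no gene of either list passed over all genes, and no leukocyte migration gene passed when adjusted over the list alone. DESeq2 called f10 over all genes (adjusted p = 0.047). Neither list was told from other genes by camera (adjusted p = 0.597 for leukocyte migration and 0.091 for wound healing). The wound healing list passed without DMSO replicate 2 or DMSO replicate 3 (adjusted p = 0.023 and 0.034), but its median was 0.0009 without DMSO replicate 1 (adjusted p = 0.707). It also passed with the length trend taken out, a step chosen after the data were seen (adjusted p = 0.030), and did not do so there with an estimated correlation (adjusted p = 0.666). The paper reasons that the altered migration and wound healing processes explain the slower regeneration and the reduced macrophage recruitment of Fig. 1 and Fig. 3.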

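Among 24 tested genes of interleukin-1 production and the inflammasome, 2 were higher and none was lower at an unadjusted p under 0.05 in edgeR. The pannexin gene panx1a, whose channel releases ATP, was at 16.6 ± 3.01 normalized CPM (SD, n = 3) with DMSO and 31.5 ± 4.91 (SD, n = 3) with sunitinib. In edgeR it was the 1 member that passed when adjusted over the list alone, and none passed over all genes. DESeq2 called panx1a over all genes (adjusted p = 0.0051), as did edgeR without the filter on low counts. nfkbiab, an inhibitor of NF-κB, had a log2 fold change of 0.41 (standard error 0.17, adjusted p = 0.345, edgeR). The inflammasome adaptor gene pycard had 0.42 (standard error 0.20, adjusted p = 0.379). il1b itself was read 12, 6 and 6 times in the DMSO replicates and 11, 14 and 6 times in the sunitinib replicates, a log2 fold change of 0.35 (standard error 0.46, adjusted p = 0.744). The list had a median of -0.05, which was 0.06 without sunitinib replicate 3, and a mean of 0.05, and camera gave no call (adjusted p = 0.424).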

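Enzymes of fatty acid degradation had higher values with sunitinib. Of 43 tested genes, 13 were higher and 2 lower at an unadjusted p under 0.05 in edgeR. Adjusted over the list alone, 6 were higher and 1 lower, while none passed over all genes in edgeR. DESeq2 called 1 member over all genes, decr1 (adjusted p = 0.047). The mitochondrial β-oxidation gene decr1 was at 22.6 ± 4.2 normalized CPM (SD, n = 3) with DMSO and 36.4 ± 2.78 (SD, n = 3) with sunitinib, a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.200, edgeR). The acyl-CoA dehydrogenase genes acadl, acadm and acads had log2 fold changes of 0.68, 0.60 and 0.58. acsl3b, which activates long-chain fatty acids, had -0.48 (standard error 0.15, adjusted p = 0.293). The median of the list was 0.13 (adjusted p = 0.046, camera), a call that was lost with an estimated correlation (adjusted p = 0.620) and without DMSO replicate 3 or sunitinib replicate 3 (medians of 0.06 and 0.09, adjusted p = 0.091 and 0.274), and without DMSO replicate 2 the median was 0.07. It was also lost without members that muscle, liver, intestine and yolk express (median of 0.08, adjusted p = 0.072) and with limma on FPKM (median of 0.08, adjusted p = 0.067). Of 23 fatty acid synthesis genes, 1 was higher and none was lower when adjusted over the list alone, and the median was 0.14 (adjusted p = 0.125, camera; 0.07 without sunitinib replicate 2). The 32 genes of fat digestion had a median of -0.11 (adjusted p = 0.442; from -0.01 without DMSO replicate 1 to -0.19 without sunitinib replicate 1), with 1 lower when adjusted over the list alone. In PPAR signaling, 36 of 64 tested genes had a positive log2 fold change, with a median of 0.03 (adjusted p = 0.599, camera; from -0.02 without DMSO replicate 2 to 0.09 without DMSO replicate 1, and -0.03 with limma on FPKM). None passed over all genes or adjusted over the list alone. pparg was read 20, 18 and 23 times with DMSO and 21, 17 and 13 times with sunitinib, a log2 fold change of -0.26 (standard error 0.32, adjusted p = 0.722, edgeR). All 8 genes of Fig. 4C that could be tested had a negative log2 fold change, with a median of -0.59 (adjusted p = 9.18e-05, camera; adjusted p = 0.165 with an estimated correlation). They come from a figure of these samples, so their direction is not independent evidence. None passed over all genes and 5 were lower when adjusted over the list alone. These were flt1, a vascular endothelial growth factor receptor, at -0.77, the mannose receptor gene mrc1b at -0.69, the fatty acid transporter gene slc27a2a at -0.50, the integrin gene itga4 at -0.85 and tgfb1b at -0.83. ppargc1a, a coactivator of PPARγ, had -0.38 (standard error 0.23) and the acetyl-CoA carboxylase gene acaca had -0.23 (standard error 0.14). rxrab, read 6, 8 and 6 times with DMSO and 4, 3 and 2 times with sunitinib, was too low to be tested, as were slc27a4 and itgam.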

Consistently, genes associated with Fatty acid ​ and the PPAR signaling pathway were also detected (**Figures 4A–C**). PPARγ signaling plays critical roles in macrophages fate determination and phagocytic function, thereby contributing indispensably to immune homeostasis, tissue repair and wound healing (18). The expression of PPARγ was verified with immunofluorescence staining, and the results showed that sinitinib significantly decreased the number of PPARγ+ macrophage in zebrafish (**Figures 4D, E**). Then the gene set enrichment analysis was performed to determine whether macrophage-specific transcriptional programs were altered. 

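The paper's text does not name the members of its macrophage gene sets, so lists written in their place were tested. Of 39 tested genes of the M2 and pro-repair list, 16 had a positive and 23 a negative log2 fold change, with a median of -0.11, which ran from -0.07 without sunitinib replicate 3 to -0.18 without DMSO replicate 2 and was -0.04 without the filter on low counts and with limma on FPKM. None passed over all genes or adjusted over the list alone. The matrix protein gene tgfbi was at 515.2 ± 19.0 normalized CPM (SD, n = 3) with DMSO and 382.6 ± 25.9 (SD, n = 3) with sunitinib, a log2 fold change of -0.43 (standard error 0.15, adjusted p = 0.307, edgeR). lgals3b, which encodes a galectin, had 0.42 (standard error 0.15, adjusted p = 0.310). The second list, of the mitochondrial and metabolic program, had 36 positive and 17 negative log2 fold changes among 53 tested genes, with a median of 0.13. It shares members with the oxidative phosphorylation, fatty acid degradation and citrate cycle lists, such as uqcrc1, hadhb and idh3a, so its direction is not independent of theirs. None of its genes passed over all genes or adjusted over the list alone, and 7 were higher at an unadjusted p under 0.05. The β-oxidation gene hadhb had a log2 fold change of 0.38 (standard error 0.14, adjusted p = 0.314, edgeR), and uqcrc1 of respiratory complex III had 0.45 (standard error 0.20, adjusted p = 0.348). Preranked gene set enrichment analysis gave a normalized enrichment score of -1.77 for the M2 list (adjusted p = 0.0080) and 1.66 for the mitochondrial list (adjusted p = 0.017). By camera, the M2 list did not pass (adjusted p = 0.151). The mitochondrial list did (adjusted p = 0.039), but not with an estimated correlation (adjusted p = 0.620), nor with the length trend taken out, a step chosen after the data were seen (adjusted p = 0.155), nor without DMSO replicate 1, DMSO replicate 3 or sunitinib replicate 3 (adjusted p = 0.102, 0.091 and 0.113). The median was 0.07 without DMSO replicate 3 and 0.07 without sunitinib replicate 2, and the call was also lost with limma on FPKM (median of 0.08, adjusted p = 0.137) and without members that muscle, liver, intestine and yolk express (adjusted p = 0.0501).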

The results showed that the M2/pro-repair macrophage signature and the mitochondrial/metabolic macrophage program were downregulated significantly (**Figure 4F**). In addition, although the macrophage migration signature did not reach statistical significance (p = 0.06), the downward trend was consistent with the impaired macrophage recruitment observed in our functional assays (**Figure 3**). 

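In the list of macrophage migration genes fixed for this comparison, 25 of 42 tested genes had a negative log2 fold change, with a median of -0.07, which ran from -0.01 without DMSO replicate 1 to -0.125 without sunitinib replicate 2. At an unadjusted p under 0.05 in edgeR, 3 were higher and 4 lower, and none passed over all genes or adjusted over the list alone. The integrin gene itgb1b had a log2 fold change of -0.68 (standard error 0.17, adjusted p = 0.221, edgeR), and its reads may be shared with its paralog itgb1b.2, which had a positive one. The matrix metalloproteinase gene mmp14b had -0.36 (standard error 0.13, adjusted p = 0.307), and rhoab, a small GTPase of the cytoskeleton, had 0.39 (standard error 0.14, adjusted p = 0.309). The normalized enrichment score of the list was -1.17, with an unadjusted p of 0.221 from permutation of genes. It was 0.82 without DMSO replicate 1, and its p was 0.0074 without DMSO replicate 2 and 0.021 without sunitinib replicate 2. For the same list camera gave an adjusted p of 0.276.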

Then the mRNA levels of several downstream targets and reparative macrophage-associated genes were verified by RT-qPCR (**Figure 4G**). Therefore, sunitinib may induce macrophage dysfunction via PPARγ-related pathway.

**Figure 4:**
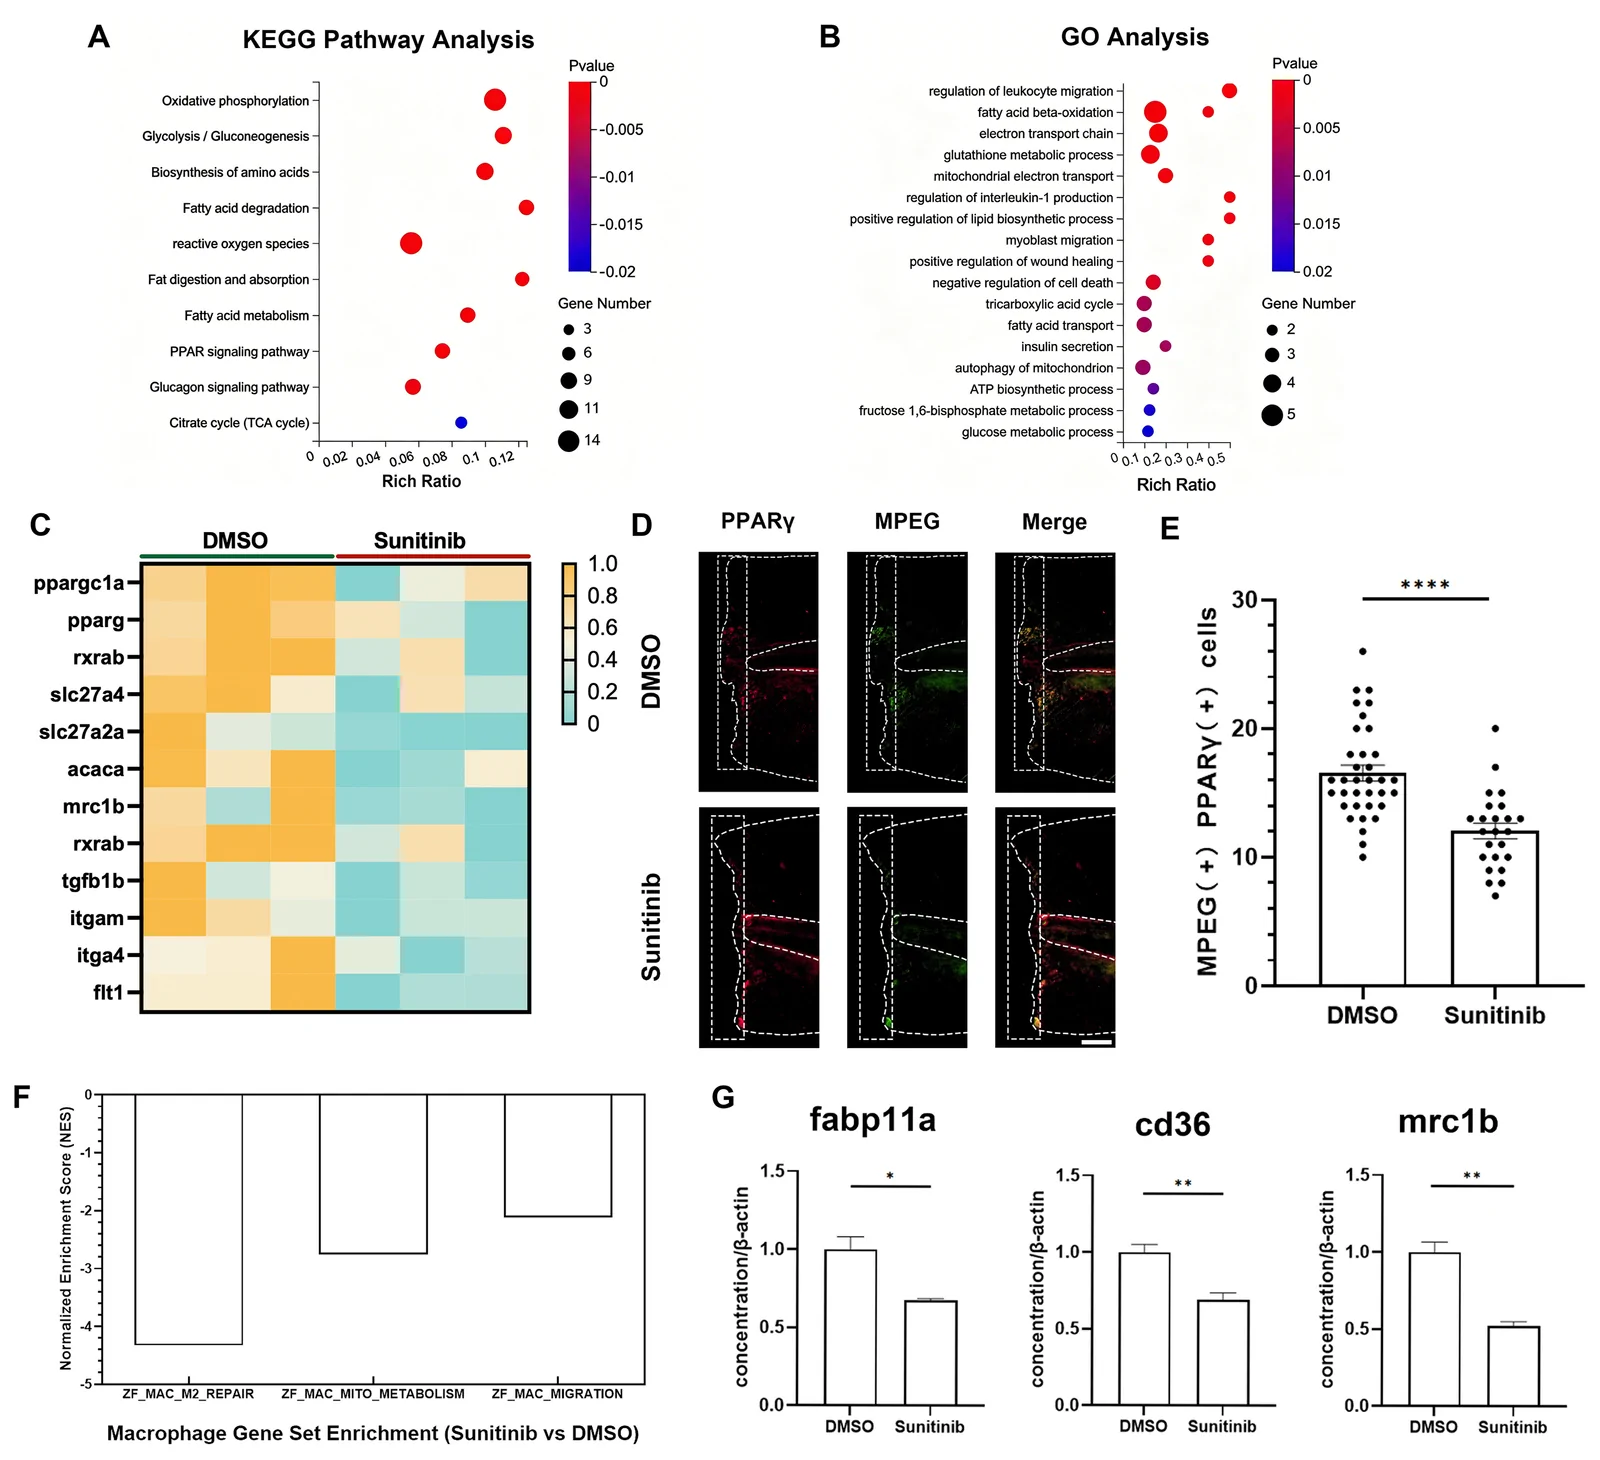
Transcriptomic analysis identifies PPARγ-related macrophage dysfunction. **(A, B)** Zebrafish treated with sunitinib or DMSO were analyzed with transcriptome sequencing. The differentially expressed genes were subjected to functional enrichment analysis including KEGG **(A)** and GO **(B)**. **(C)** Heatmap displaying the expression of genes associated with fatty acid metabolism, PPAR signaling pathway and macrophage function. n=3. **(D)** Representative immunofluorescence images of PPARγ+ macrophages (green) in the tail fin wound region. Macrophages were labeled with GFP antibody (green); PPARγ was detected by antibody (red). Scale bar: 50 μm. **(E)** Quantification of PPARγ+ macrophage density from **(D)**. n=35 in DMSO group, 24 in sunitinib group. **(F)** Gene set enrichment analysis (GSEA) of macrophage-specific transcriptional programs. Normalized enrichment score (NES) for M2/pro-repair signature, mitochondrial/metabolic program, and migration signature. **(G)** RT-qPCR validation of downstream PPARγ targets and reparative macrophage-associated genes. n=3. *p < 0.05, **p < 0.01 and ****p < 0.0001.

### 3.5 Rosiglitazone alleviated regenerating disorder induced by sunitinib

To determine whether PPARγ activation can mitigate or reverse the detrimental effects of sunitinib on tissue repair, the PPARγ agonist rosiglitazone was administrated to the sunitinib-treated zebrafish. The results demonstrated that the rosiglitazone + sunitinib group exhibited significantly increased tail fin regeneration length, rescuing the repair dysfunction induced by sunitinib (**Figures 5A, B**). Consistent findings were observed in the assessment of proliferating and apoptotic cells within the regenerating tail fin tissue (**Figures 5C–F**). Consistent with these findings, rosiglitazone effectively reduced sunitinib-induced tissue apoptosis, enhanced cell proliferation, and restored tissue repair and regeneration.

**Figure 5:**
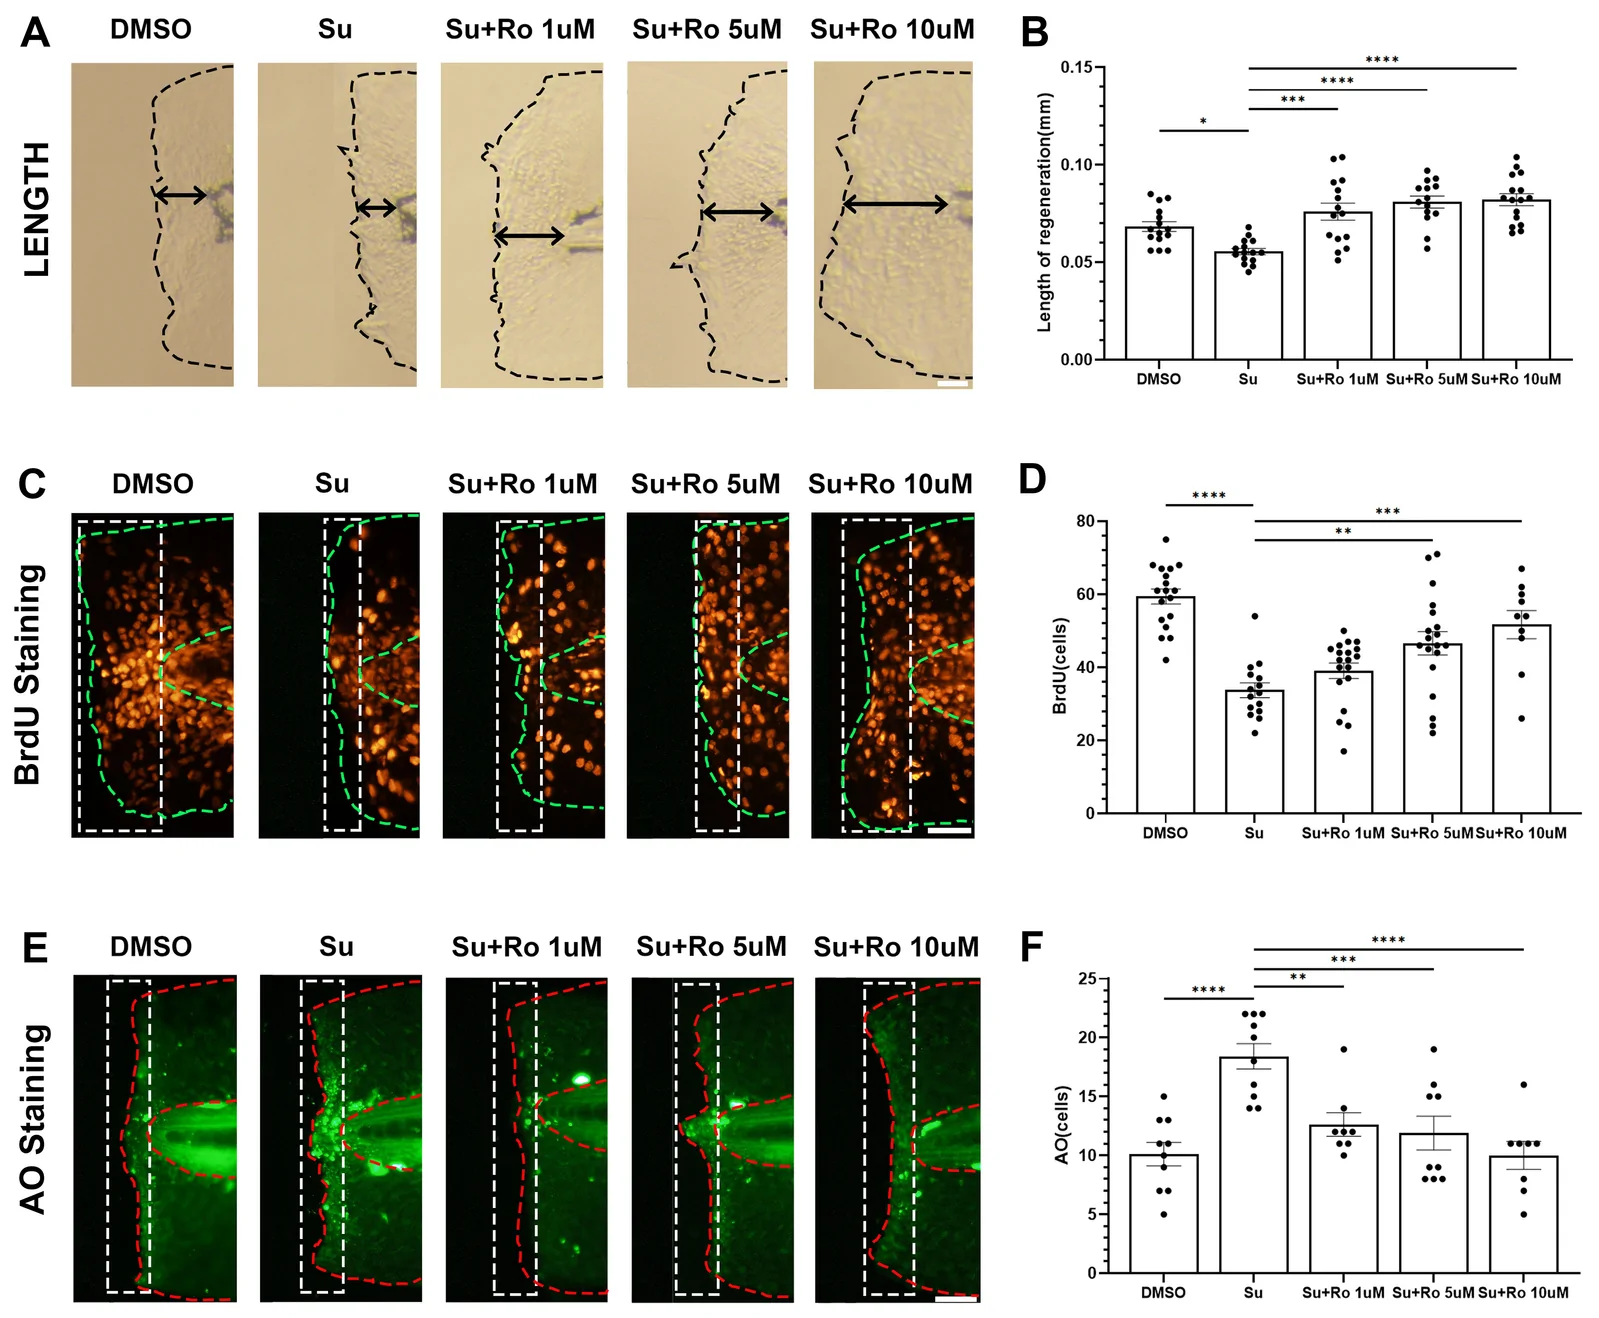
Rosiglitazone alleviated regenerating disorder induced by sunitinib. **(A)** Images of tail fin two days after injury. Black arrow: The distance from the distal end of the notochord at the level of the spinal column to the edge of the regenerating tissue was measured as the regeneration length. Scale bar: 50 μm. **(B)** Quantification of the length data from **(A)**. n=15 in DMSO, Su and Su+Ro 1 mM group, 14 in Su+Ro 5 mM group, 16 in Su+Ro 10 mM group. **(C)** Detection of proliferating cells by fluorescence microscopy one day after tail fin injury. Proliferating cells were labeled with BrdU (orange). Green dashed line: Outline of the zebrafish tail fin and spinal column. White box: Proliferating cells within the quantified region. Scale bar: 50 μm. **(D)** Quantification of the cell count data from **(C)**. n=18 in DMSO group, 15 in Su group, 19 in Su+Ro 1 mM group, 19 in Su+Ro 5 mM group, 10 in Su+Ro 10 mM group. **(E)** Detection of apoptotic cells by fluorescence microscopy six hours after tail fin injury. Apoptotic cells were labeled with AO (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Apoptotic cells within the quantified region. Scale bar: 50 μm. **(F)** Quantification of the cell count data from **(E)**. n=10 in DMSO and Su group, 8 in Su+Ro 1 mM group, 9 in Su+Ro 5 mM group, 8 in Su+Ro 10 mM group. **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### 3.6 Rosiglitazone restored the function of macrophages

To verify whether rosiglitazone affects macrophages in the regenerating tail fin tissue, the infiltration level of macrophages was examined in Tg (MPEG: GFP) transgenic zebrafish. The results showed that the number of macrophages in the regenerating tail fin tissue was restored after rosiglitazone treatment (**Figures 6A, B**). Dynamic imaging at hourly intervals in the 5 μM rosiglitazone group revealed a significant increase in macrophage numbers after 3 hours (**Figures 6C, D**). 

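The nuclear genes of the mitochondrial ribosome, which translates the subunits encoded in mitochondrial DNA, had higher values in the tail fin tissue treated with sunitinib. Of 73 tested genes, 65 had a positive and 8 a negative log2 fold change, with a median of 0.26. None passed over all genes or adjusted over the list alone, and 8 were higher at an unadjusted p under 0.05 in edgeR. mrps27 had a log2 fold change of 0.62 (standard error 0.19, adjusted p = 0.293, edgeR) and mrpl51 had 0.57 (standard error 0.18, adjusted p = 0.304). By camera, the list was higher than other genes (adjusted p = 4.59e-07), but not with an estimated correlation (adjusted p = 0.620). Its median was 0.14 without sunitinib replicate 1 and 0.15 without DMSO replicate 1. The groups overlapped, as the median log2 deviation from each gene's mean was -0.288, 0.047 and -0.1 in the DMSO replicates. It was 0.371, -0.009 and 0.069 in the sunitinib replicates. Of 38 genes of glutathione metabolism, 3 were higher and none was lower when adjusted over the list alone, and none passed over all genes. The glutathione peroxidase gene gpx1a had a log2 fold change of 0.71 (standard error 0.20, adjusted p = 0.286, edgeR), and the median of the list was 0.23 (adjusted p = 0.039, camera; adjusted p = 0.620 with an estimated correlation). With the length trend taken out, a step chosen after the data were seen, neither list passed (adjusted p = 0.297 for the mitochondrial ribosome and 0.498 for glutathione metabolism), and the glutathione call was also lost without DMSO replicate 1 or sunitinib replicate 1 (medians of 0.14 and 0.08, adjusted p = 0.141 and 0.339), without the filter on low counts (adjusted p = 0.05025), with limma on FPKM (median of 0.13, adjusted p = 0.058) and in preranked gene set enrichment analysis (adjusted p = 0.069). Genes of amino acid biosynthesis had a median of 0.02 (from -0.04 without sunitinib replicate 2 to 0.07 without DMSO replicate 1) and a mean of -0.0018 (adjusted p = 0.936, camera).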

The transcriptomic analysis revealed that mitochondrial metabolism was significantly affected by sunitinib (**Figures 4A, B**)). Consistent with our transcriptomic data, sunitinib treatment significantly compromised oxidative phosphorylation (**Figure 6E**). Specifically, sunitinib-treated macrophages exhibited a substantial decrease in basal oxygen consumption rate (OCR). Furthermore, the maximal respiratory capacity and spare respiratory capacity were also significantly diminished, indicating a reduced ability of these cells to respond to energetic stress, a critical requirement for their migration and effector functions during tissue repair (**Figure 6F**). This was accompanied by an enrichment in the Glycolysis/Gluconeogenesis pathway and Glucagon signaling pathway, suggesting a metabolic shift towards aerobic glycolysis to compensate for the reduced ATP production from oxidative breakdown (**Figures 4A, B**). 

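In the tail fin transcriptomes, genes of glycolysis and gluconeogenesis had higher values with sunitinib, with 25 of 41 log2 fold changes positive and a median of 0.19. At an unadjusted p under 0.05 in edgeR, 11 were higher and 1 was lower, and none passed over all genes or adjusted over the list alone. The fructose-1,6-bisphosphatase genes fbp2 and fbp1a, which act in gluconeogenesis, had log2 fold changes of 0.62 and 0.55 (standard errors 0.18 and 0.16). The lactate dehydrogenase gene ldha was at 213.6 ± 22.3 normalized CPM (SD, n = 3) with DMSO and 294.7 ± 5.53 (SD, n = 3) with sunitinib, a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.293, edgeR). The phosphoglycerate mutase gene pgam1a had 0.49 (standard error 0.16, adjusted p = 0.304). Genes of glucagon signaling had a median of 0.03 over 49 genes (from 0.008 without sunitinib replicate 3 to 0.09 without DMSO replicate 2, and -0.03 with limma on FPKM), with 7 higher and 1 lower at an unadjusted p under 0.05 and none past the test over all genes or adjusted over the list alone. The calmodulin gene calm3a had the smallest p of these, at a log2 fold change of 0.58 (standard error 0.17, adjusted p = 0.288, edgeR). The glucagon list shares fbp1a, ldha, pgam1a and other members with the glycolysis list. By camera, the glycolysis list was higher than other genes (adjusted p = 0.0084) and the glucagon list was not told from them (adjusted p = 0.348). The glycolysis call was lost with an estimated correlation (adjusted p = 0.620) and without sunitinib replicate 3 (adjusted p = 0.095), and its median was 0.10 without DMSO replicate 1, 0.33 without DMSO replicate 2 and 0.11 with the length trend taken out, a step chosen after the data were seen (adjusted p = 0.027, but adjusted p = 0.697 with an estimated correlation). Muscle isoforms of metabolic enzymes, as a separate list, had a median of 0.18, and of 0.08 without DMSO replicate 1.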

Given that PPAR signaling is a master regulator of fatty acid oxidation and mitochondrial function, its suppression provides a molecular explanation for the observed decrease in fatty acid utilization and mitochondrial respiration. Importantly, this sunitinib-induced suppression of OXPHOS was effectively reversed by co-treatment with the PPARγ agonist rosiglitazone (**Figures 6E, F**). These results demonstrate that sunitinib may inhibits oxidative phosphorylation in macrophages, providing a functional metabolic basis for the observed impairment in macrophage function. The rescue of mitochondrial function by PPARγ activation may restored the ability of macrophages.

**Figure 6:**
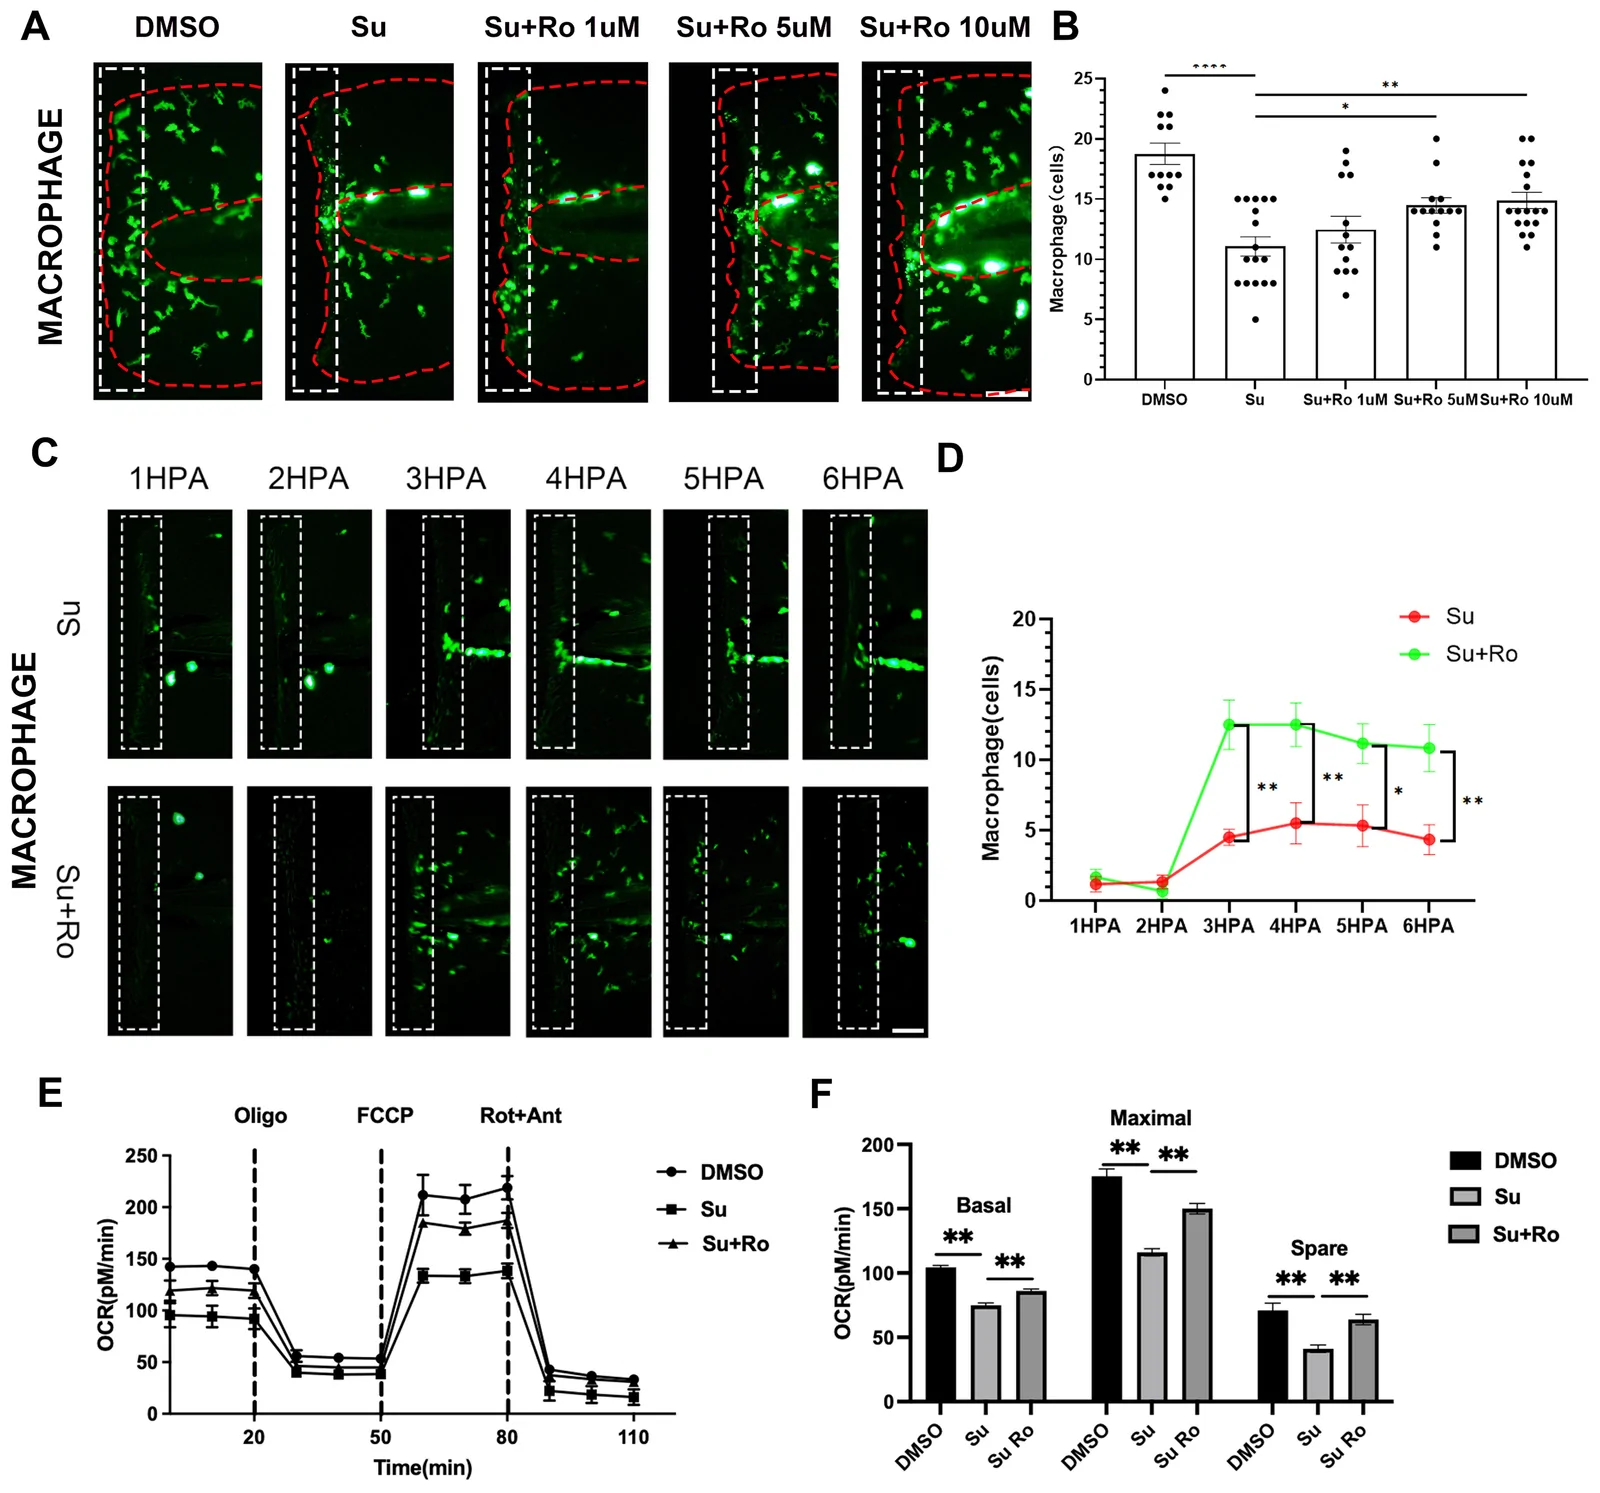
Rosiglitazone restores macrophage function. **(A)** Image of tail fin six hours after injury. Macrophages were labeled with MPEG (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Macrophages within the quantified region. Scale bar: 50 μm. **(B)** Quantification of the cell count data from **(A)** is shown in **(B)**. n=12 in DMSO, 17 in Su group, 13 in Su+Ro 1μM group, 13 in Su+Ro 5μM group, 17 in Su+Ro 10μM group. **(C)** Images recorded hourly over six hours following tail fin injury. Macrophages were labeled with MPEG (green). White box: Macrophages within the quantified region. Scale bar: 50 μm. **(D)** Quantification of the data from **(C)** is shown in **(D)**. n=6. **(E)** Macrophage from zebrafish were collected and the mitochondrial respiration was assessed using the Seahorse XF mito stress test. **(F)** The basal OCR, maximal respiratory capacity and spare respiratory capacity of macrophage were measured. n=3. *p < 0.05, **p < 0.01, and ****p < 0.0001.

### 3.7 Depletion of macrophages abrogates the rescuing effect of rosiglitazone

To verify whether rosiglitazone rescues sunitinib-impaired tail fin repair by restoring macrophage function, we performed macrophage knockdown via MO technology in sunitinib- and rosiglitazone-treated zebrafish. The results showed that the number of macrophages in the regenerating tail fin tissue was reduced (**Figures 7A, B**), leading to decreased tail fin regeneration length (**Figures 7C, D**), fewer proliferating cells (**Figures 7E, F**), and increased apoptotic cells (**Figures 7G, H**) within the tissue. The rescuing effect of rosiglitazone was attenuated, and tissue regeneration was again suppressed. These findings demonstrated that rosiglitazone may its therapeutic role by modulating macrophage function.

**Figure 7:**
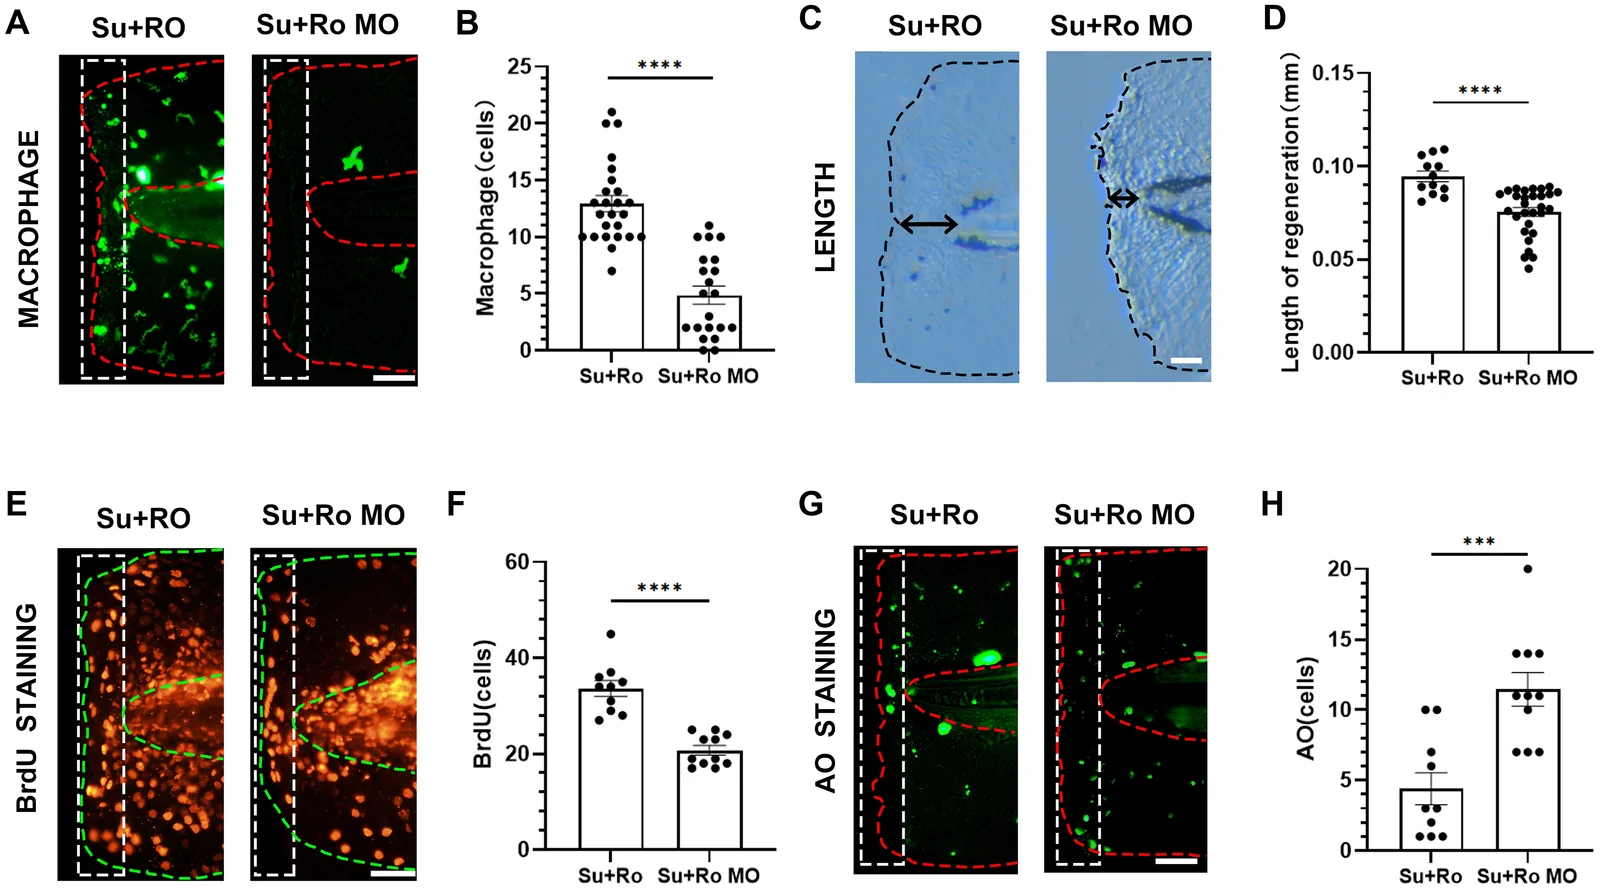
Inhibition of macrophages blocks the rescuing effect of rosiglitazone. **(A)** Image of tail fin six hours after injury. Macrophages were labeled with MPEG (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Macrophages within the quantified region. Scale bar: 50 μm. **(B)** Quantification of the cell count data from **(A)** is shown in **(B)**. n=25 in Su+Ro group and 21 in Su+Ro MO group. **(C)** Images of tail fin two days after injury. Black arrow: The distance from the distal end of the notochord at the level of the spinal column to the edge of the regenerating tissue was measured as the regeneration length. Scale bar: 50 μm. **(D)** Quantification of the length data from **(C)** is shown in **(D)**. n=12 in Su+Ro group and 29 in Su+Ro MO group. **(E)** Detection of proliferating cells by fluorescence microscopy one day after tail fin injury. Proliferating cells were labeled with BrdU (orange). Green dashed line: Outline of the zebrafish tail fin and spinal column. White box: Proliferating cells within the quantified region. Scale bar: 50 μm. **(F)** Quantification of the cell count data from **(E)** is shown in **(F)**. n=10 in Su+Ro group and 11 in Su+Ro MO group. **(G)** Detection of apoptotic cells by fluorescence microscopy six hours after tail fin injury. Apoptotic cells were labeled with AO (green). Red dashed line: Outline of the zebrafish tail fin and spinal column. White box: Apoptotic cells within the quantified region. Scale bar: 50 μm. **(H)** Quantification of the data from **(G)** is shown in **(H)**. n=10 in Su+Ro group and 11 in Su+Ro MO group. ***p < 0.001, and ****p < 0.0001.

## 4 Discussion

Our findings indicate that the anti-angiogenic agent sunitinib suppresses the PPARγ signaling pathway and impedes tissue regeneration, an effect that may be associated with macrophage dysfunction. Importantly, the PPARγ agonist rosiglitazone reverses this process, an effect dependent on the presence of macrophages. This work not only reveals a novel mechanism underlying the side effects of sunitinib but also proposes a potential therapeutic strategy for drug-induced healing disorder, particularly associated with anti-angiogenic agents. Sunitinib is a multi-targeted tyrosine kinase inhibitor with effects on endothelial cell, fibroblast, epithelial and multiple biological processes (3, 5, 19). While our study found that macrophage dysfunction might be a key contributor to impaired regeneration, we cannot exclude the possibility that the inhibition of angiogenesis, endothelial cell dysfunction, altered fibroblast behavior, suppressed epithelial proliferation, and impaired vascular remodeling compromise tissue regenerative capacity. Thus, the regenerative deficit observed in sunitinib-treated animals likely reflects combined effects across multiple cell types, rather than being exclusively driven by macrophage dysfunction. Future work employing cell-type-specific approaches will be needed to disentangle these overlapping mechanisms.

PPARγ, a member of the nuclear receptor superfamily, serves as a key transcriptional regulator of lipid metabolism, inflammation, and reparative macrophage-associated genes. Our transcriptomic sequencing analysis revealed a significant suppression of this pathway following sunitinib treatment. Previous studies have well-established that PPARγ modulates multiple core functions of macrophages including tissue repair, metabolic reprogramming, efferocytosis, migration, and recruitment. Thus, PPARγ plays a central role in maintaining homeostasis, regulating inflammatory responses, and promoting tissue repair. For example, PPARγ acts as a key molecular driving macrophage towards the alternatively activated/repair phenotype by transactivating a set of M2-associated genes (e.g., Arg1, Mrc1, IL-10) while simultaneously suppressing pro-inflammatory signaling pathways such as NF-κB, thereby inhibiting pro-inflammatory phenotype (20). Furthermore, PPARγ promotes mitochondrial biogenesis and fatty acid oxidation, providing the necessary energy and biosynthetic precursors for M2 macrophages to perform sustained repair functions (21). PPARγ also regulates macrophage migratory behavior, with effects that can be microenvironment-dependent (22). In tissue repair process, PPARγ may facilitate the appropriate localization and retention of macrophages within tissues, potentially by regulating integrins and cytoskeleton-associated proteins, thereby ensuring their repair functions. This effect may explain the observed reduction in macrophage infiltration upon PPARγ signaling inhibition in our study. As mentioned above, macrophages exhibit diverse phenotypes for its different functions. While the current study investigated the impact of sunitinib on altered expression of reparative macrophage-associated genes and infiltration levels, it did not explore the definitive macrophage polarization. This intriguing aspect remains to be further explored.

Rosiglitazone, a classic PPARγ agonist, is used for type 2 diabetes mellitus. Recent studies have revealed that PPARγ agonists play significant roles in regulating immune responses, reparative macrophage polarization, and enhancing cellular metabolism in acute kidney injury, ulcerative colitis (23, 24), as well as in airway disease and atherosclerosis (25, 26). In this study, rosiglitazone was used to counteract the inhibition of PPARγ, which successfully increased local macrophage infiltration and improved wound healing. This approach provides a clinically validated and safe therapeutic option for sunitinib-induced tissue repair disorder, holding significant clinical relevance. However, it should be noted that rosiglitazone is known to act on multiple cell types including endothelial cells, fibroblasts, and epithelial cells, as well as systemic metabolism (27–29). Therefore, contributions from non-macrophage targets or indirect systemic effects cannot be ruled out. Future studies employing macrophage-specific PPARγ knockout models or selective PPARγ agonists with restricted cellular distribution would be required to definitively attribute the regenerative benefit to macrophage-intrinsic PPARγ activation. Additionally, several issues must be addressed before clinical translation. For example, the known cardiovascular risks of rosiglitazone raise safety concerns in cancer patients who may already have compromised cardiac function (30), and whether rosiglitazone interferes with sunitinib’s anti-tumor efficacy remains unknown, as PPARγ activation could theoretically alter tumor microenvironments or drug metabolism.

The zebrafish model, owing to its high fecundity, short life cycle, and high genetic and metabolic homology with mammals, has been widely used in research (31). The transparency of zebrafish embryos and the availability of transgenic lines allowing dynamic tracking of specific cells *in vivo* provide significant advantages for live fluorescence imaging. Well-established zebrafish injury models, including those for the liver, heart, and tail fin, are routinely employed in tissue regeneration research to investigate related cellular and molecular mechanisms (32). However, the zebrafish model has limitations. Although tail fin regeneration in zebrafish is an excellent model for wound healing, the regenerative process is complete, which differs from the limited regenerative capacity and scar formation in humans (33). Consequently, the repair processes observed in zebrafish models may only represent certain aspects of wound healing and may not fully recapitulate the complex pathological process. Studies using clinically relevant MRONJ animal models or patient-derived samples/cells are essential to evaluate the translational potential and clinically achievable plasma concentrations of rosiglitazone.

## 5 Conclusion

This study demonstrates that sunitinib suppresses PPARγ signaling and disrupts macrophage mitochondrial metabolism and migration in a zebrafish regeneration model. Transcriptomic and immunofluorescence analyses confirmed PPARγ pathway inhibition at both the transcriptional and protein levels, along with downregulation of reparative gene programs. Activation of PPARγ with rosiglitazone restored macrophage infiltration, mitochondrial oxidative phosphorylation, and tissue regeneration, whereas macrophage depletion abrogated this rescue. These findings identify PPARγ as a key node in sunitinib-induced macrophage dysfunction and suggest that targeting PPARγ may represent a promising strategy for mitigating sunitinib-associated tissue repair deficits. Further studies using macrophage-specific genetic approaches are warranted to establish direct causality and evaluate translational potential in mammalian systems.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE342695.

How the deposited data were processed for this re-analysis (not part of the article)

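Gene expression was measured by strand-specific RNA sequencing in tail fin tissue of zebrafish larvae, in 3 replicates with sunitinib and 3 with DMSO. Samples were grouped by their labels, and the paper and the labels gave the same groups. The authors filtered the reads, aligned them to GRCz11, the build that the submitters' processing notes also name, and quantified each gene. The aligner, the counting tool, their versions and the annotation release are not given in the sources used here. The paper names DESeq2 for its differential expression, and its text gives no threshold for a changed gene beyond the general p-value of its statistics section.

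The authors deposited 1 table of 24923 genes with estimated counts of reads per replicate, not normalized, in which about 93% of values are whole numbers (92.5% to 93.0% per replicate). The same deposited table gives FPKM and TPM, which the authors scaled by gene length and by sequencing depth, and a normalized read count signal, which is the count rounded up and divided by 1 factor per replicate. The authors' group averages in the table were not used. TPM was not tested. Of the gene IDs, 23102 were found in the RefSeq gene table used for synonyms. Library totals ran from 13394060 to 15294706 estimated reads. At this depth genes with a few reads per replicate, such as il6 and tnfa, were not tested.

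The estimated counts were rounded to whole numbers. The test was edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr for low counts, quasi-likelihood F-tests and Benjamini-Hochberg adjustment, at a threshold of 0.05. Of the genes, 17309 were tested and 7614 were not. The biological coefficient of variation was 0.153. Fold changes are sunitinib against DMSO. Replicates of a group differed by more than counting noise, so each was counted once. DMSO replicate 1 stood furthest from the rest, with a chi-square per degree of freedom of 35.27 to 61.32 against each other library, where the pairs without it had 8.65 to 24.76.

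Gene lists were tested with camera of limma 3.58.1 on the same fit, 2-sided, at a preset correlation of 0.01, over the 50 lists with at least 5 tested members. With an estimated correlation, none of the 15 lists that camera called at the preset correlation passed, and the smallest adjusted p was 0.165. The xanthophore (-0.006), endothelial (-0.014) and p53 (-0.018) lists had estimated correlations below the preset 0.01. Correlation between genes therefore did not end those calls. With the correlation estimated, camera works with the few degrees of freedom of 6 libraries, so a list can hardly pass, and none of the 50 did. Lists were matched by symbol and then by synonym. A hand audit made after the table was read removed 3 synonym matches, 2 of which named another gene and 1 of which repeated itgam, and replaced 1 citrate cycle entry whose symbol names a Notch ligand in the table. The lists for the macrophage programs and for the pathways were written from general knowledge, since the paper's text does not give the members. Enrichment was tested with a 1-sided Fisher's exact test against the genes tested.

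The named genes are the genes the paper names, the genes of largest change past the adjusted p, of which there were none, and up to 4 members of each list with the smallest p, with the receptors among the targets of sunitinib. Alternatives were other scaling (DESeq2's size factors, upper-quartile factors), no filter on low counts or at least 10 counts in every sample, a block for the replicate number, leaving out each replicate, DESeq2 1.42.0, limma on log2(FPKM + 1) for genes with FPKM of at least 1 in 3 samples, and, for lists, an estimated correlation, fry, preranked gene set enrichment analysis (fgsea 1.28.0, 10000 permutations) and leaving out members that muscle, liver, intestine or yolk express. Fry tests a list against no change, while camera tests it against other genes. A correction for gene length (a lowess curve of span 0.3 per library, entered as an offset) and unadjusted thresholds for enrichment were added after the data were seen. Effective lengths came from the deposited counts and FPKM.

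The scripts were tested on simulated counts drawn from the means, library sizes and dispersions of these samples. For sunitinib against DMSO, edgeR recovered 68% of 100 genes changed by 2-fold and 93% of 100 changed by 4-fold, over 17099 genes tested. DESeq2 recovered 67% and 90%, over 17309 genes. Of the unchanged genes, edgeR called 12 and DESeq2 called 13. Camera gave a p of 7.18e-11 for 60 genes shifted by 0.3 on the log2 scale, and 0.663 for 60 genes without a shift. The genes were drawn independently, with no length trend and no library set apart. The simulation therefore does not test the preset correlation on data like these.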

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

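Apart from skeletal muscle, which is used for comparison and did not pass (adjusted p = 0.799, camera), the gene lists below passed an adjusted p of 0.05 in camera at the preset correlation. The length correction was chosen after the results were seen, as was the use of left-out libraries and of tissue markers to test these patterns, while the lists themselves, the leaving out of each library, the random lists and the regrouping of libraries were not. None of the lists below passed with an estimated correlation (smallest adjusted p = 0.165), a setting in which none of the 50 tested lists did. Bootstrap intervals resample the genes of a list, which are not independent replicates, and not the libraries.

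Genes of the mitochondrial ribosome had a median log2 fold change of 0.26 (95% bootstrap interval 0.21 to 0.30), and nuclear genes of oxidative phosphorylation 0.22 (0.19 to 0.30). With the length trend taken out, the medians were 0.0612 (0.00054 to 0.11) and 0.0558 (0.0061 to 0.12), and the calls ended because the fold changes shrank (adjusted p = 0.297 and 0.098). Of 10000 random lists matched on length and level, 89.5% had a lower median than the oxidative phosphorylation genes, and the random lists had a median of 0.19, so gene length is a candidate explanation for most of this pattern. More trunk muscle in the sunitinib samples did not show in the skeletal muscle list, with a median of -0.0546 (-0.12 to -0.0032). That median turned positive without DMSO replicate 2, DMSO replicate 3 or sunitinib replicate 2, but reached no more than 0.031. Library levels of the list overlapped, at -0.222, 0.142 and 0.102 with DMSO and -0.013, -0.159 and 0.115 with sunitinib. Muscle isoforms of metabolic enzymes had 0.18, so more muscle is not excluded. The weight of 1 library stays open, with a median of 0.11 for oxidative phosphorylation without sunitinib replicate 1 (adjusted p = 0.0099), and of 0.14 without sunitinib replicate 1 and 0.15 without DMSO replicate 1 for the mitochondrial ribosome, as do the source of the length trend and an effect of sunitinib on mitochondria, which were not tested.

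Genes of xanthophores, the yellow pigment cells of the skin, had a median log2 fold change of -0.39 (95% bootstrap interval -0.66 to -0.16), and 14 of 16 were negative. Adjusted over the list alone, 7 were lower and none was higher, among them slc2a15a at -1.06 (standard error 0.19, adjusted p = 0.191 over all genes, edgeR) and the aldehyde oxidase gene aox5 at -0.82 (standard error 0.17, adjusted p = 0.199). The tables argue against the length trend, with a median of -0.36 (-0.70 to -0.24) once it was taken out (adjusted p = 1.61e-07, but adjusted p = 0.180 with an estimated correlation). They also argue against less epidermis in the sunitinib samples, since epidermis genes had a median of 0.0858 (-0.03 to 0.28). That median was 0.21 without DMSO replicate 1, 0.15 without DMSO replicate 3 and 0.02 with limma on FPKM. The epidermis list does not measure other tissue taken with the fin, and fin fold mesenchyme genes had -0.21, so a difference there stays open. An effect of 1 library is argued against, since the xanthophore median was -0.30 without sunitinib replicate 3, the value closest to 0. One hypothesis is that sunitinib acts on the pigment cells, as genes of melanophores and iridophores had a median of -0.25 (adjusted p = 0.011, camera, but 0.141 without DMSO replicate 1, where the median was -0.10, and 0.095 without sunitinib replicate 3), and nothing in the design tested it.

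Endothelial genes had a median log2 fold change of -0.19 (95% bootstrap interval -0.32 to -0.11), with 29 of 40 negative. The vascular cadherin gene cdh5, at -1.31 (standard error 0.29, adjusted p = 0.200, edgeR), was the 1 member that passed when adjusted over the list alone. With the length trend taken out the median was -0.19 (-0.25 to -0.12, adjusted p = 3.76e-04, but adjusted p = 0.182 with an estimated correlation), and without DMSO replicate 3, the value closest to 0, it was -0.18, so both explanations are argued against. An action of sunitinib on its vascular receptors stays a hypothesis that these samples did not test, since it was not told apart from fewer vessels in the tissue collected.

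Fin fold mesenchyme and matrix genes had a median log2 fold change of -0.21 (adjusted p = 2.50e-04, camera). Genes of the p53 response and apoptosis had 0.22 (adjusted p = 0.0021), with 0.12 in limma on FPKM (adjusted p = 0.017), and blastema and regeneration genes had -0.14 (adjusted p = 0.041, but 0.219 without DMSO replicate 1, where the median was -0.07, 0.077 without sunitinib replicate 1 and 0.109 without sunitinib replicate 3). The epidermis call (adjusted p = 0.039) was lost without DMSO replicate 2 or sunitinib replicate 1 (adjusted p = 0.232 and 0.086) and with limma on FPKM (adjusted p = 0.065), and that of the muscle isoforms of metabolic enzymes (adjusted p = 0.0091) without DMSO replicate 1 or sunitinib replicate 3 (adjusted p = 0.242 and 0.095). The median of the muscle isoforms was 0.08 without DMSO replicate 1, 0.28 without DMSO replicate 2 and 0.28 without sunitinib replicate 2.

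The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 2359 genes at an unadjusted p under 0.05, and the highest of the other splits gave 1434. For lists past an adjusted p of 0.05 the real split gave 15 and the highest other gave 14, so that in both cases 1 split, the real one, reached the real value. No gene passed an adjusted p of 0.05 in edgeR in any of the 10 splits, while DESeq2 called 43 in the real split.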

How the results depend on the processing

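The correction for gene length and the unadjusted thresholds for enrichment were chosen after the data were seen, and the other alternatives before. With 3 replicates per group at 13394060 to 15294706 reads, changes in genes of a few reads were not tested. Under 1027 alternatives over 74 named genes, 1008 kept the direction and the side of the threshold. None of these genes passed in the main test, so none could lose a call. Many were named for a small p in these same samples, so this share does not measure how firm their changes are. Under 447 over 30 gene lists, 369 did, 59 lost and 7 gained the call, and 12 turned direction. Of these, 11 losses and 1 turn came from fry, which tests a list against no change and not against other genes.

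Against 0 genes in edgeR with the filter on low counts, 12 passed without it (7 higher, 5 lower) and 43 in DESeq2 (28 higher, 15 lower). DESeq2 was also run without that filter, on 24417 genes, of which it gave 10415 no adjusted p. Its number therefore differs from 0 by both tool and filter. With 1 replicate left out the number was 0 to 3 (0 to 1 higher, 0 to 2 lower). Same-numbered replicates did not deviate together (correlations -0.17, -0.10 and 0.02), and with the replicate block 0 genes passed and 1816 had an unadjusted p under 0.05. The block left 11 of 15 lists past the threshold, and of the other 4, fatty acid degradation, glutathione metabolism and blastema and regeneration were at 0.0571 and epidermis was at 0.0626. The number of lists was 0 with an estimated correlation, 4 by fry, and 9 to 19 with 1 replicate left out. Of 13 lists, those enriched numbered 0 among DESeq2 calls, and at unadjusted thresholds in edgeR 3 (2 among higher and 2 among lower genes) and in DESeq2 5 (4 and 2).

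Adjusted p-values of lists follow. With an estimated correlation they were 0.165 for the heatmap genes of the paper, while they were 0.620 for oxidative phosphorylation, glycolysis, fatty acid degradation and the mitochondrial macrophage program. Fry tests a list against no change, not against other genes, so a fry value neither upholds nor ends a camera call. By fry they were 0.434, 0.411, 0.311 and 0.411 for the same 4 lists, and 0.931 for amino acid biosynthesis, whose direction turned. Other lists that camera called did not pass by fry. These were the mitochondrial ribosome, glutathione metabolism, melanophores and muscle isoforms (0.434 each), blastema (0.430), epidermis (0.215) and fin fold mesenchyme (0.087). With limma on FPKM, glutathione metabolism was at 0.058, epidermis at 0.065, fatty acid degradation was at 0.067 and the mitochondrial program at 0.137, and without members that muscle, liver, intestine and yolk express they were at 0.072 and 0.0501. Fat digestion turned direction there (0.610). With the length trend taken out, oxidative phosphorylation was at 0.0977, the mitochondrial program at 0.155 and wound healing at 0.030, and macrophage markers turned direction (0.839). Wound healing also passed without the filter on low counts (0.040) and in preranked gene set enrichment analysis (0.0134), as did the M2 list (0.0080). Leukocyte migration turned direction without the filter (0.968), and skeletal muscle in the preranked analysis (0.739). Glutathione metabolism was at 0.069 in the preranked analysis and at 0.05025 without the filter. Medians of lists that were not called changed sign with limma on FPKM for the citrate cycle (-0.018), PPAR signaling (-0.029), glucagon signaling (-0.032) and amino acid biosynthesis (-0.0498), and with the length trend taken out for the citrate cycle (-0.0034), leukocyte migration (-0.013), amino acid biosynthesis (-0.026) and macrophage markers (-0.083).

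With 1 replicate left out, adjusted p-values ran from 0.000681 to 0.0953 for glycolysis, from 0.00757 to 0.274 for fatty acid degradation, from 0.00418 to 0.113 for the mitochondrial program, from 0.0229 to 0.707 for wound healing and from 0.332 to 0.963 for PPAR signaling, which turned direction without sunitinib replicate 3. Amino acid biosynthesis (0.515 to 0.968) and skeletal muscle (0.0204 to 0.774) turned direction in some of these.

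Log2 fold changes of 4 genes turned sign, none of them called. With 1 replicate left out they ran from -0.15 to 0.22 for fabp11a, from -0.41 to 0.26 for irf8, from -0.34 to 0.18 for mpeg1.1 and from -0.0197 to 0.20 for arg2. With the length trend taken out fabp11a had -0.12, and with limma on FPKM arg2 had -0.000764. The cause of these changes was not tested.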

Differences from the paper's values

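The paper's macrophage gene sets are not named in its text, so the scores below are for lists of other members. For the M2 and pro-repair program the normalized enrichment score was -1.77, against the paper's about -4.3 in Fig. 4F, read by eye. For the mitochondrial and metabolic program it was 1.66, against the paper's about -2.7 in Fig. 4F, read by eye. For the macrophage migration program it was -1.17, against the paper's about -2.1 in Fig. 4F, read by eye, and the p was 0.221, against the paper's 0.06. None of the alternatives set before the data were examined brought any of these 4 values to the paper's, although the migration p ran on both sides of it, at 0.0074 without DMSO replicate 2, 0.021 without sunitinib replicate 2 and 0.758 without DMSO replicate 1, where the score turned to 0.82.

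The paper's Fig. 4A shows about 14 changed genes of oxidative phosphorylation, read by eye, and its text states no threshold for them. Those are genes of a KEGG pathway, while the list used here was written from general knowledge and holds nuclear genes only. The numbers are therefore not of the same gene set. At an adjusted p of 0.05 the number was 0 in edgeR, where 13 had an unadjusted p under 0.05, and 0 in DESeq2, and no alternative set before the data were examined reached the paper's number. Thresholds chosen after seeing the values, an unadjusted p under 0.05 in edgeR or DESeq2, gave 13 and 18 genes, all of them higher with sunitinib.

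The paper's text does not state whether RT-qPCR was run on the sequenced samples. For Fig. 1G the paper names newly formed, regenerating tail fin tissue, with n = 2 and no time of collection. The RT-qPCR ratios of sunitinib to DMSO, for which the paper used β-actin as the control gene, were set beside those of counts normalized by TMM. Taken per actb1 and actb2 instead, the count ratios were 1.13 for fabp11a, 1.394 for cd36, 0.683 for mrc1b, 1.425 for il1b and 1.247 for cxcl8a. Here 2 ratios were taken as different where they lay apart by more than the replicate SD given here and one was over 1.5 times the other. The spread of the paper's bars did not enter this rule. For fabp11a the ratio was 1.06 ± 0.29 (SD, n = 3), against the paper's about 0.67 in Fig. 4G, read by eye. Without DMSO replicate 1 it was 0.932 and without sunitinib replicate 1 it was 0.901, values that by this rule did not differ from the paper's, and the other alternatives set before the data were examined stayed apart. For cd36 it was 1.31 ± 0.33 (SD, n = 3), against the paper's about 0.68 in Fig. 4G, read by eye. For il1b it was 1.27 ± 0.47 (SD, n = 3), against the paper's about 4.6 in Fig. 1G, read by eye, and for cxcl8a it was 1.16 ± 0.21 (SD, n = 3), against the paper's about 12 in Fig. 1G, read by eye. No alternative set before the data were examined brought cd36, il1b or cxcl8a to the paper's value, and il1b had few reads in every replicate. For mrc1b the ratio of 0.622 ± 0.273 (SD, n = 3) did not differ from the paper's by this rule.

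The paper describes oxidative phosphorylation and the citrate cycle as lower, and 79 of 88 and 19 of 31 tested genes had positive log2 fold changes, although with limma on FPKM the median of the citrate cycle was -0.02. With the length trend taken out, a step chosen after the data were seen, the median of oxidative phosphorylation was 0.06. Random lists matched on length and level had a median of 0.19. The paper describes the mitochondrial macrophage program as lower, and 36 of 53 genes of the list used here were positive. That list shares members with the oxidative phosphorylation, citrate cycle and fatty acid degradation lists, so this is not a separate difference. The paper describes the PPAR pathway as suppressed, and 36 of 64 genes were positive. The median of that list was negative with limma on FPKM (-0.03) and without DMSO replicate 2 (-0.02). pparg, at -0.26, and all 8 tested genes of Fig. 4C were negative. The paper also counted fewer PPARγ+ macrophages by immunofluorescence and measured lower oxygen consumption in macrophages sorted from adult head kidney. Tail fin tissue held several cell types, so the values here do not measure macrophages alone. The M2 list was negative here as in the paper, with a median of -0.11 (-0.18 without DMSO replicate 2, -0.17 without sunitinib replicate 2 and -0.07 without sunitinib replicate 3), as was the migration list, with a median of -0.07 (-0.01 without DMSO replicate 1, -0.02 without sunitinib replicate 3, and -0.11 and -0.125 without replicate 2 of DMSO and of sunitinib). Both lists hold genes of Fig. 4C, with mrc1b, pparg and tgfb1b in the M2 list and itga4 in the migration list.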

Other observations

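Genes of the p53 response, which halts division or starts cell death after damage, had higher values with sunitinib. Of 39 tested genes, 29 had a positive log2 fold change, and 3 were higher and none was lower when adjusted over the list alone. These were baxa, a pore-forming protein of apoptosis, at 0.50 (standard error 0.14, adjusted p = 0.286, edgeR), gadd45ga at 0.65 (standard error 0.18) and casp8 at 0.68 (standard error 0.19). None passed over all genes, and the list had an adjusted p of 0.165 with an estimated correlation. Among 45 genes of the fin fold mesenchyme and matrix, 34 were negative and 2 were lower when adjusted over the list alone, with fbln1 at -0.67 (standard error 0.15, adjusted p = 0.200, edgeR) and col12a1b at -0.52 (standard error 0.14, adjusted p = 0.284). The list had an adjusted p of 0.494 with an estimated correlation. Of the melanin synthesis genes, tyr had a log2 fold change of -1.16 (standard error 0.27, adjusted p = 0.206, edgeR) and dct -0.58 (standard error 0.20, adjusted p = 0.307).

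A list of sunitinib's target receptors and of their ligands had 22 tested genes. Of these, 2 were lower and none was higher when adjusted over the list alone. They were flt1, which is also a gene of Fig. 4C, and flt4, a receptor of lymphatic vessels at -0.51 (standard error 0.15, adjusted p = 0.293, edgeR). The platelet-derived growth factor receptor genes pdgfrb and pdgfra had -0.62 (standard error 0.22) and -0.36 (standard error 0.13). The list had a median of -0.14 (adjusted p = 0.137, camera). Of 31 genes of ionocytes and mucous cells, 2 were higher and 2 lower when adjusted over the list alone. rhcgl1, an ammonium transporter of ionocytes, was read 2, 3 and 2 times with DMSO and 16, 13 and 12 times with sunitinib, a log2 fold change of 2.48 (standard error 0.48, adjusted p = 0.191, edgeR). The epidermal tight junction gene cldnb had 0.60 (standard error 0.14, adjusted p = 0.206).

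Several genes that the paper measured by RT-qPCR had few reads here. il6 was read 0, 0 and 0 times with DMSO and 1, 0 and 0 times with sunitinib, and tnfa 1, 0 and 2 times and 0, 0 and 0 times, so no difference was detectable at this depth. cxcl8a was read 23, 32 and 23 times with DMSO and 28, 30 and 33 times with sunitinib, a log2 fold change of 0.21 (standard error 0.26, adjusted p = 0.735, edgeR). cd36 had 0.38 (standard error 0.31, adjusted p = 0.591) and fabp11a 0.08 (standard error 0.21, adjusted p = 0.872). The paper's macrophage regulator irf8 had -0.15 (standard error 0.31, adjusted p = 0.841), arg2 had 0.07 (standard error 0.20, adjusted p = 0.896), and arg1 and il10 were too low to be tested. Genes of acute inflammation had a median of 0.19 over 29 tested genes (adjusted p = 0.366, camera; 0.105 without DMSO replicate 2), and neutrophil markers had -0.11 over 20 (adjusted p = 0.276; from -0.24 without DMSO replicate 3 to 0.02 without DMSO replicate 1).

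Ribosomal protein genes, which are short, had a median log2 fold change of 0.07 (adjusted p = 0.297, camera), and of -0.10 with the length trend taken out (adjusted p = 0.0033, but adjusted p = 0.666 with an estimated correlation), a step chosen after the data were seen. Their level differed between libraries of a group, at 0.122, -0.068 and -0.130 in the DMSO replicates and 0.359, -0.285 and 0 in the sunitinib replicates. The length trend differed between libraries of a group. The shortest of 10 equal groups of genes by length lay at -0.214, -0.015 and -0.063 in the DMSO replicates and at 0.350, -0.081 and 0.077 in the sunitinib replicates, as log2 deviations from the mean of all libraries.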
